# Snap29 Is Dispensable for Self-Renewal Maintenance but Required for Proper Differentiation of Mouse Embryonic Stem Cells

**DOI:** 10.3390/ijms24010750

**Published:** 2023-01-01

**Authors:** Yumei Jia, Zhaoyuan Guo, Jiahao Zhu, Guanyu Qin, Wenwen Sun, Yu Yin, Haiying Wang, Renpeng Guo

**Keywords:** ESCs, Snap29, pluripotency, autophagy

## Abstract

Pluripotent embryonic stem cells (ESCs) can self-renew indefinitely and are able to differentiate into all three embryonic germ layers. Synaptosomal-associated protein 29 (Snap29) is implicated in numerous intracellular membrane trafficking pathways, including autophagy, which is involved in the maintenance of ESC pluripotency. However, the function of Snap29 in the self-renewal and differentiation of ESCs remains elusive. Here, we show that *Snap29* depletion via CRISPR/Cas does not impair the self-renewal and expression of pluripotency-associated factors in mouse ESCs. However, *Snap29* deficiency enhances the differentiation of ESCs into cardiomyocytes, as indicated by heart-like beating cells. Furthermore, transcriptome analysis reveals that *Snap29* depletion significantly decreased the expression of numerous genes required for germ layer differentiation. Interestingly, *Snap29* deficiency does not cause autophagy blockage in ESCs, which might be rescued by the SNAP family member Snap47. Our data show that Snap29 is dispensable for self-renewal maintenance, but required for the proper differentiation of mouse ESCs.

## 1. Introduction

Embryonic stem cells (ESCs) are pluripotent cells that can self-renew indefinitely under optimal culture conditions and retain the potential to generate any somatic lineage as well as germ cells [1]. Thus, ESCs are promising donor cell sources for regenerative medicine and cellular agriculture. The pluripotency of ESCs is mainly maintained by feed-forward networks formed by the transcription factors Oct4, Sox2, and Nanog [2,3]. Quantitative balances of these factors are necessary for the self-renewal and differentiation of ESCs [4]. Using a standard test of the embryoid body (EB) formation, ESCs are able to spontaneously differentiate into three embryonic germ layers: the ectoderm, mesoderm, and endoderm [5]. Hence, ESCs are regarded as an appropriate in vitro model for investigating gene regulation, signal transduction, and embryogenesis [6,7].

Snap29 is a soluble *N*-ethylmaleimide-sensitive factor (NSF) attachment protein receptor (SNARE) that mediates membrane fusion of vesicles and target membranes in eukaryotic cells [8]. In mammals, the *SNAP29* gene is expressed in many tissues and is involved in various membrane trafficking processes, including synaptic transmission [9], endocytic recycling [10], and autophagy [11,12,13]. Autophagy is a highly conserved catabolic process with well-organized membrane dynamics [14]. In this process, the isolation membrane of the phagophore first recruits multiple proteins and expands to form a double-membrane autophagosome, which fuses with lysosomes to generate autolysosomes, where sequestrated materials are degraded [14]. As identified previously, Snap29 acts as a Qbc-SNARE and promotes autophagosome–lysosome fusion by interacting with the Qa-SANRE Stx17 and R-SNARE Vamp7/8 [11,15] or separately forming another SNARE complex with Ykt6 and Stx7 [12,16]. Based on the above findings, Snap29 is indispensable for SNARE complex formation and the fusion of autophagosomes and lysosomes. Furthermore, autophagic homeostasis is required for the maintenance of ESC pluripotency [17,18]. However, the role of Snap29 in the self-renewal and differentiation of ESCs remains elusive.

In this study, the *Snap29* gene was depleted via CRISPR/Cas9 in mouse ESCs, and the self-renewal capacity, differentiation potential, and autophagic flux were measured in *Snap29^+/+^* and *Snap29^−/−^* ESCs. Our data reveal that the self-renewing capacity of *Snap29^−/−^* ESCs is well-maintained, while the differentiation potential is severely impaired in ESCs with *Snap29* deficiency. 

## 2. Results

### 2.1. Snap29 Deficiency Does Not Impair the Self-Renewal of ESCs

To explore the function of Snap29 in ESCs, we attempted to knock out *Snap29* with the CRISPR/Cas9 system. As exon 1 of the mouse *Snap29* gene partially overlaps with the *Pi4ka* gene (Ensemble database), Cas9 sgRNA targeting exon 2 of *Snap29* was designed (Figure S1A). Next, 2 knockout clones separately with a 28 bp deletion (KO-1) and a 1 bp insertion (KO-2) were obtained (Figure S1B), and the disruption of the Snap29 protein was confirmed using Western blot analysis (Figure S1C). Then, we investigated the self-renewal ability of *Snap29^+/+^* and *Snap29^−/−^* ESCs. *Snap29*-deficient ESCs formed compact cell clones with distinct boundaries and high alkaline phosphatase activity, which were comparable to those of wild-type ESCs (Figure 1A). Interestingly, *Snap29* depletion promoted the proliferative capacity of ESCs (Figure 1B and Figure S1D). Although the expression levels of *Klf4* and *Esrrb* were moderately increased in *Snap29^−/−^* KO-2 cells through quantitative real-time PCR (qPCR), we did not observe significant expression changes in the core pluripotent markers *Oct4*, *Nanog* and *Sox2* between *Snap29^+/+^* and *Snap29^−/−^* ESCs (Figure 1C). Western blot analysis and immunofluorescence staining confirmed the retained expression of pluripotency-associated factors upon *Snap29* deficiency (Figure 1E–H). Furthermore, representative lineage marker genes were generally not activated in *Snap29^−/−^* ESCs (Figure 1D). 

To exclude potential off-target effects of the CRISPR/Cas system, *Snap29* was silenced in ESCs using two separate short hairpin RNAs (shRNAs). Consistently, *Snap29* knockdown did not alter clonal patterns, alkaline phosphatase activity, proliferation, or the expression levels of core pluripotent markers of ESCs (Figure S2A–C).

Next, we performed RNA sequencing (RNA-seq) to analyze the systemic effects of *Snap29* depletion on ESCs. 

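*Snap29* encodes a SNARE protein that takes part in membrane fusion. It measured 5.87, 6.59 and 5.51 FPKM in the 3 WT ESC libraries and 0.612, 0.415 and 0.657 FPKM in the 3 KO libraries. The KO mean was 9.37% of the WT mean (log2 change −3.22, SE 0.17, adjusted p = 9.14e-05, lower in 3 of 3 KO libraries, and exact two-sided permutation test p = 0.1, the smallest that 3 against 3 allows). This signal rested on 25 to 40 fragments per KO library, against 348 to 392 per WT library. *Snap29* lies on chromosome 16, from 17405986 to 17430827 (mm10), and 10 genes around it were tested. Of these, *Klhl22*, which encodes an adaptor of a ubiquitin ligase, rose from 7.52 to 9.62 FPKM (log2 change 0.35, SE 0.062, adjusted p = 0.00904, 3 of 3 KO libraries above all WT libraries). Without KO replicate 3, 2 neighbours were higher. The 10 neighbours had a median log2 change of 0.16 (set test adjusted p = 0.573, and adjusted p = 0.911 with an estimated correlation). The 6 ESC libraries, 3 WT and 3 of 1 KO clone, held 16874970 to 18303183 assigned fragments each, mapped by the authors with HISAT2 and counted per gene with featureCounts. Changes were tested with limma on log2(FPKM + 0.1) over genes with at least 0.1 FPKM in at least 3 libraries. Adjusted p values are Benjamini-Hochberg values, and a change passed at an adjusted p under 0.05. Gene lists written before the data were examined were compared with all other genes by limma's camera test, with its preset correlation and with an estimated one. Values after ± are SDs over 3 libraries.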

Because they displayed more differences than WT ESCs (Figure 1 and Figure S1), KO-2 cells were selected for transcriptome analysis. Compared with *Snap29^+/+^* ESCs, 424 genes were upregulated and 514 genes were downregulated in *Snap29^−/−^* ESCs (Figure 2A, *P*adj < 0.05, fold change ≥ 2). 

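Annotated genes with large rises at day 0 included *Irak3*, *Tlr2* and *Platr15*. *Irak3*, a brake on Toll-like receptor signalling, rose from 0.683 to 9.87 FPKM (log2 change 3.70, SE 0.16, adjusted p = 5.31e-05), and *Tlr2*, a receptor for bacterial lipoproteins, from 0.853 to 8.66 FPKM (log2 change 3.22, adjusted p = 6.22e-05). *Slc11a1*, a metal transporter of phagocyte lysosomes, rose from 1.15 to 10.6 FPKM, the kallikrein *Klk1* from 0.717 to 6.58 FPKM, the noncoding RNA *Platr15* from 1.41 to 19.8 FPKM, and *Jam2*, a junction protein, from 11.8 to 55.4 FPKM (log2 changes 3.10, 3.10, 3.76 and 2.23). The largest falls were in *Spink1*, a trypsin inhibitor (9.55 ± 1.3 FPKM in WT and 0.0524 ± 0.091 FPKM in KO, log2 change −6.13, SE 0.38, adjusted p = 1.48e-04), and *Atrx*, an X-linked chromatin remodeller (12.6 ± 0.74 FPKM in WT and 0.155 ± 0.023 FPKM in KO). All of these genes had 3 of 3 KO libraries beyond all WT libraries. Over 19238 genes tested, 536 were higher and 408 lower in KO with at least a 2-fold change. Of these, 111 and 84 averaged fewer than 10 fragments per library in both groups. The WT and KO libraries did not overlap at 39.9% of the genes, against 10% by chance. Without WT replicate 1, 2 or 3 the lower genes numbered 268, 252 and 241, and the higher ones 484, 500 and 489. Without KO replicate 1, 2 or 3 the lower genes numbered 342, 393 and 375, and the higher ones 373, 414 and 394. Part of each loss is built in. The filter still asked for 3 libraries, so a gene above it only in the reduced group was no longer tested. In TPM, where the median of all genes shifts by 0.107 on the log2 scale, the counts were 609 higher and 278 lower. From FPKM × gene length 266 were lower, with a pseudocount of 1 they were 156 and 102, and with at least 1 FPKM in 3 libraries 297 and 191.

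**Figure D1:**
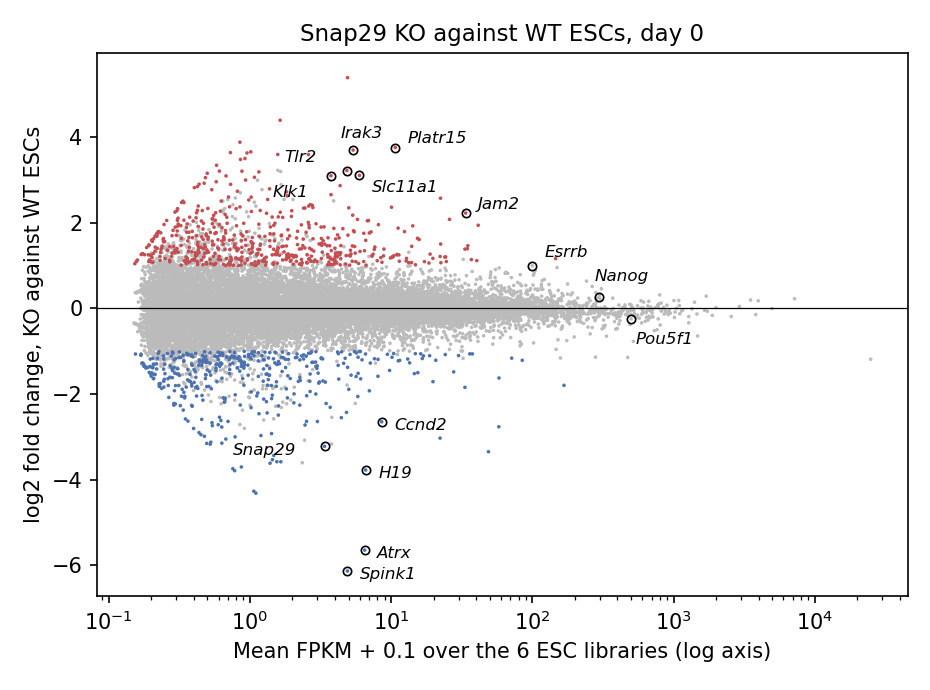
log2 fold change, KO against WT ESCs, against the mean FPKM + 0.1 over the 6 ESC libraries on a log axis, 1 point per tested gene. The 536 higher and 408 lower genes are coloured, and *Snap29*, *Atrx* and *Spink1* lie far below the line of no change.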

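Of the core pluripotency factors at day 0, *Esrrb*, an orphan nuclear receptor, measured 66.6 ± 1.5 FPKM in WT and 133 ± 2.1 FPKM in KO (log2 change 1.00, SE 0.036, adjusted p = 3.02e-05), and *Klf4*, a Krüppel-like factor, 44.9 ± 1.6 FPKM in WT and 62.4 ± 2.3 FPKM in KO (log2 change 0.47, SE 0.044, adjusted p = 7.31e-04). The homeobox gene *Nanog* measured 269 ± 5.5 FPKM in WT and 322 ± 1.9 FPKM in KO (log2 change 0.26, SE 0.041, adjusted p = 0.00626). These 3 rose, with 3 of 3 KO libraries above all WT libraries. *Pou5f1*, which encodes Oct4, and its partner *Sox2* fell, with 3 of 3 KO libraries below all WT libraries: *Pou5f1* measured 542 ± 13 FPKM in WT and 458 ± 26 FPKM in KO (log2 change −0.24, SE 0.060, adjusted p = 0.0309), and *Sox2* 195 ± 18 FPKM in WT and 158 ± 2.3 FPKM in KO (log2 change −0.30, SE 0.069, adjusted p = 0.0246). Over a wider network of 30 pluripotency genes that includes these 5, 11 rose and 9 fell (13 and 11 adjusted over the list alone), with a median log2 change of 0.05 (camera adjusted p = 0.807, and adjusted p = 0.964 with an estimated correlation). The transcription factors *Tfcp2l1* and *Klf5* rose from 23.0 to 50.8 FPKM and from 25.2 to 42.9 FPKM, and the TGF-β family ligand *Gdf3* fell from 40.7 to 14.5 FPKM (log2 changes 1.14, 0.77 and −1.48). Of 13 genes of the formative and primed states, 2 rose and 7 fell (3 and 8 adjusted over the list alone, median log2 change −0.38, camera adjusted p = 0.374, and adjusted p = 0.856 with an estimated correlation), among them *Otx2*, a driver of exit from naive pluripotency (log2 change −0.89). Without WT replicate 1, 2 or 3, 4 of them were lower. The adjusted p of *Pou5f1* was 0.0719 to 0.107 without WT replicate 1, 2 or 3 or KO replicate 1 or 3, and that of *Sox2* 0.0594 to 0.0793 without WT replicate 2 or KO replicate 1 or 3. With TPM neither passed, nor did *Nanog*, and with all 4 groups in one fit only *Esrrb* passed.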

Consistent with the qPCR results, the expression levels of the pluripotency genes *Oct4*, *Sox2*, *Klf4,* and *Esrrb* were similar between *Snap29^+/+^* and *Snap29^−/−^* ESCs (Figure 2B). We took advantage of previously reported lists of genes required for pluripotency maintenance [6], and found no significantly altered pluripotency scores between *Snap29^+/+^* and *Snap29^−/−^* ESCs (Figure 2C). 

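A pluripotency score was taken as the mean z-score of the 30 network genes, among them *Nanog*, *Esrrb* and *Tfcp2l1*, from log2(FPKM + 0.1). It was −0.0583 ± 0.081 in WT and 0.0583 ± 0.17 in KO ESCs, a difference of 0.117 (exact two-sided permutation test p = 0.6, with 0.1 the smallest possible), and 1 of 3 KO libraries lay above all WT libraries. The mean log2 level of the same genes was 6.05 ± 0.013 in WT and 6.04 ± 0.025 in KO, a difference of −0.0128 (exact p = 0.6). Restricted to *Pou5f1*, *Nanog*, *Sox2*, *Klf4* and *Esrrb*, the score was higher by 0.426, with 3 of 3 KO libraries above all WT libraries (exact p = 0.1). The gene list of the paper's reference was not used here. Taking all its results on ESCs together, the paper concludes that disrupting *Snap29* left self-renewal and pluripotent markers of ESCs as they were.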

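*Nes*, an intermediate filament gene of neural progenitors, was the most abundant of 7 lineage markers in ESCs and fell from 3.24 ± 0.28 FPKM in WT to 1.71 ± 0.17 FPKM in KO (log2 change −0.88, SE 0.11, adjusted p = 0.00238, 3 of 3 KO libraries below all WT libraries). The endoderm factors *Gata4* and *Gata6* measured 0.169 FPKM in WT and 0.180 FPKM in KO, and 0.0492 FPKM in WT and 0.0992 FPKM in KO. The mesoderm genes *T*, *Kdr* and *Hand1* measured 0.148, 0.0821 and 0.239 FPKM in WT and 0.0903, 0.0631 and 0.371 FPKM in KO, and the epiblast gene *Fgf5* 0.0305 and 0.00755 FPKM. The highest value of any of the 7 in any ESC library was 3.51 FPKM, and only 4 passed the expression filter. Longer lists held genes that moved, and by the adjusted p alone 4118 of all 19238 genes tested did. Of 14 neuroectoderm and neuron genes 5 rose and 4 fell (5 and 5 adjusted over the list alone, median log2 change 0.04, set test adjusted p = 0.931, and adjusted p = 0.964 with an estimated correlation): the eye and brain factor *Pax6* fell from 2.13 to 0.315 FPKM and the growth-cone gene *Gap43* from 39.3 to 4.88 FPKM (log2 changes −2.44 and −3.03). Of 12 definitive endoderm genes 3 rose and 2 fell (3 and 2 adjusted over the list alone, median log2 change 0.21, set test adjusted p = 0.931, and adjusted p = 0.964 with an estimated correlation), with the keratin *Krt8* at 9.84 FPKM in WT and 18.0 FPKM in KO and the repressor *Prdm1* at 4.58 FPKM in WT and 1.07 FPKM in KO. Of 12 early mesoderm genes 3 rose, the posterior factor *Cdx1* among them (log2 change 1.45, adjusted p = 0.0117), and 1 fell (3 and 1 adjusted over the list alone, median log2 change 0.42, set test adjusted p = 0.676, and adjusted p = 0.964 with an estimated correlation). Without any single library, WT replicate 1, 2 or 3 or KO replicate 1, 2 or 3, the fall did not pass.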

Meanwhile, representative lineage marker genes were expressed at quite low levels overall (based on low FPKM < 5.0) in ESCs regardless of whether they had a *Snap29* deficiency or not (Figure 2D). 

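At day 0, genes for membrane, matrix and vesicle proteins moved in both directions, and so did genes at large. By the adjusted p alone, 2115 of all 19238 genes tested rose and 2003 fell. Of 36 receptor tyrosine kinases 4 rose and 7 fell: the ephrin receptor *Epha4* rose from 5.83 to 22.4 FPKM (log2 change 1.93, SE 0.057, adjusted p = 1.87e-05), and *Fgfr1*, a receptor for fibroblast growth factors, fell from 14.4 to 8.70 FPKM (log2 change −0.72, SE 0.058, adjusted p = 4.05e-04, not past the test with all 4 groups in one fit). Among 31 collagen, laminin and matrix genes 8 rose and 6 fell, with the basement membrane gene *Nid1* at 1.27, the collagen *Col18a1* at −1.06 and the matrix glycoprotein *Thbs1* at −3.05 on the log2 scale. Among 13 integrins 3 rose and 2 fell, *Itga6* by 0.38 and *Itgb5* by −0.53. Of 30 lysosome genes 4 rose, including the protease *Ctsb* (log2 change 0.54), and 4 fell. Of 37 autophagy genes 6 rose and 5 fell: *Gabarapl2*, an autophagosome membrane protein, rose from 37.9 to 62.3 FPKM (log2 change 0.72, SE 0.043, adjusted p = 1.41e-04), and *Tfe3*, a lysosomal regulator, fell (−0.86). *Stx17*, the autophagosomal partner of Snap29, measured 1.62 FPKM in WT and 2.22 FPKM in KO (log2 change 0.44, SE 0.092, adjusted p = 0.0172). Its adjusted p was 0.0501 to 0.0560 without WT replicate 1 or 2 or KO replicate 2 or 3. It was the only one of 4 SNARE partners tested that passed. Every named gene had 3 of 3 KO libraries beyond all WT libraries. Adjusted over the list alone the counts were 4 and 9 for the kinases, 8 and 7 for matrix, 5 and 3 for integrins, 7 and 7 for lysosome, 7 and 7 for autophagy, and 1 higher for the partners. Median log2 changes were −0.11, −0.03, 0.08, −0.05 and 0.02 in that order, with camera adjusted p = 0.676, 0.931, 0.833, 0.952 and 0.954, and with an estimated correlation adjusted p = 0.964, 0.964, 0.964, 0.964 and 0.964. Some lower counts moved when 1 library was left out: for kinases 4 lower without WT replicate 1 or KO replicate 1 or 3, 3 lower without WT replicate 2 or 3, and for matrix 3 lower without WT replicate 1, 2 or 3. For lysosome genes there were 1 lower without WT replicate 1 or 2 or KO replicate 1 or 3, and for autophagy genes 3 lower without WT replicate 1, 2 lower without KO replicate 1.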

We then performed Gene Ontology (GO) analysis using differentially expressed genes (DEGs) and found numerous membrane-related cellular components (Figure 2E), which is consistent with the membrane trafficking role of Snap29 [8,10]. Furthermore, DEGs were enriched in several pathways, including breast cancer, basal cell carcinoma, transcription misregulation in cancer, gastric cancer, and others (Figure 2F). 

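Genes of the Wnt and Hedgehog pathways, which recur in cancer pathway maps, were among those that moved. By the adjusted p alone, 4118 of all 19238 genes tested moved. The Hedgehog receptor *Ptch1* fell from 11.0 ± 0.26 FPKM in WT to 2.84 ± 0.43 FPKM in KO (log2 change −1.92, SE 0.10, adjusted p = 9.86e-05) and *Gli1*, the pathway's transcription factor and target, from 14.8 to 7.39 FPKM (log2 change −0.99, SE 0.076, adjusted p = 3.38e-04). Of 13 Hedgehog genes 1 rose and 3 fell (1 and 4 adjusted over the list alone, median log2 change −0.11, set test adjusted p = 0.338, and adjusted p = 0.964 with an estimated correlation). Of 35 Wnt genes 9 rose and 9 fell (9 and 11 adjusted over the list alone, median log2 change −0.03, set test adjusted p = 0.931, and adjusted p = 0.964 with an estimated correlation). The Wnt5a receptor *Ror2* rose from 1.57 to 4.64 FPKM and the receptor *Fzd7* fell from 23.0 to 10.6 FPKM (log2 changes 1.52 and −1.11), with 4 lower without WT replicate 1, 2 or 3. Of 32 cell cycle genes 6 rose and 4 fell (7 and 5 adjusted over the list alone, median log2 change 0.03, set test adjusted p = 0.931, and adjusted p = 0.964 with an estimated correlation): *Ccnd2*, a G1 cyclin, fell from 14.7 to 2.26 FPKM (log2 change −2.65, SE 0.062, adjusted p = 9.38e-06) and the growth regulator *Mycn* from 98.6 to 44.0 FPKM (log2 change −1.16). Of this list 3 were higher without WT replicate 1 or KO replicate 1. The named genes had 3 of 3 KO libraries beyond all WT libraries. Pathway databases were not used here.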

Taken together, we successfully established the *Snap29* knockout ESC lines and found that the disruption of *Snap29* did not influence the self-renewal capacity or the maintenance of pluripotent markers of ESCs. 

### 2.2. Snap29 Depletion Promotes ESC Differentiation into Heart-like Beating Cells

To examine whether Snap29 is essential for the differentiation of mouse ESCs, we performed *in vitro* differentiation using a standard embryoid body (EB) formation assay. *Snap29^+/+^* and *Snap29^−/−^* ESCs could form EBs with smooth and round edges, while EBs formed with *Snap29^−/−^* cells were significantly larger than those of the control group (Figure 3A). Upon differentiation, all ESCs showed a significantly reduced expression of pluripotency markers, including Oct4, Nanog and Sox2 (Figure S3A,B), indicating that the repression of pluripotency factors is not affected by *Snap29* knockout. During differentiation, heart-like beating cells emerged from the EB-derived cell cultures. Surprisingly, while approximately 60% of EBs formed from *Snap29^−/−^* ESCs exhibited heart-like beating, only 42% of the control cells showed visible beating (Figure 3C). The beating frequency (times per minute) was similar between *Snap29^+/+^* and *Snap29^−/−^* ESC-derived cells (Figure 3D). Moreover, differentiation of *Snap29^+/+^* and *Snap29^−/−^* ESCs both yielded cells representing three embryonic germ layers, as indicated by the tissue-specific immunofluorescence staining of βIII-tubulin (neurons, ectoderm), AFP (liver, endoderm), and α-SMA (smooth muscle, mesoderm) (Figure 3E–G). Nevertheless, *Snap29* depletion improved the expression of α-SMA in differentiated cells (Figure 3G,H), suggesting the enhanced mesoderm specification of ESCs without *Snap29*.

### 2.3. Snap29 Deficiency Leads to Defective Differentiation of ESCs

To further reveal the role of Snap29 in the differentiation of mouse ESCs, we performed RNA-seq analysis using *Snap29^+/+^* and *Snap29^−/−^* ESC-derived differentiated cells at day 14. 

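In differentiated cells at day 14, *Snap29* measured 9.22, 9.88 and 8.09 FPKM in the 3 WT libraries and 2.31, 1.87 and 1.88 FPKM in the 3 KO libraries. The KO mean was 22.3% of the WT mean (log2 change −2.11, SE 0.14, adjusted p = 0.00464, lower in 3 of 3 KO libraries, and exact two-sided permutation test p = 0.1). It rested on 121 to 155 fragments per KO library and 557 to 712 per WT library. WT replicate 3 lay apart from the other WT libraries, and its muscle gene *Acta1* stood at 53.2 FPKM, against 18.2 and 16.1 FPKM in WT replicates 1 and 2. On the first principal component, with 53.9% of the variance, WT replicates 1, 2 and 3 lay at −35.8, −50.5 and −2.23, and the KO libraries between 18.2 and 40.7. Its correlation across genes was 0.938 to 0.953 with the other WT libraries and 0.941 to 0.954 with the KO libraries. The cells had spent 3 days as hanging drops and 11 days on plates, and the libraries held 16638790 to 19226488 assigned fragments. The legend of Figure 4 names no clone, and the paper states that KO-2 cells were selected for transcriptome analysis. Testing followed the day 0 libraries, and counts are also given without WT replicate 3, a choice made after seeing the data.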

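Between WT and KO cells at day 14, the largest falls were in placental genes: the cathepsin *Ctsj* measured 79.2 ± 39 FPKM in WT and 0.256 ± 0.043 FPKM in KO (log2 change −7.69, SE 0.33, adjusted p = 8.59e-04), and the prolactin relative *Prl7d1* 53.7 ± 34 FPKM in WT and 0.168 ± 0.19 FPKM in KO (log2 change −7.65, SE 0.60, adjusted p = 0.00596). *Klk1*, a kallikrein, rose from 2.95 to 31.2 FPKM, and the X-linked testis-specific gene *Tsx* from 1.67 to 17.4 FPKM (log2 changes 3.52 and 3.37). The adjusted p of *Klk1* was 0.0655 to 0.0893 without WT replicate 1 or KO replicate 1, 2 or 3, and that of *Tsx* 0.0518 without KO replicate 1. Each named gene had 3 of 3 KO libraries beyond all WT libraries. Of 20506 genes tested, 158 were higher and 148 lower in KO with at least a 2-fold change. Of these, 28 and 18 averaged fewer than 10 fragments per library in both groups. The WT and KO libraries did not overlap at 26.5% of the genes, against 10% by chance. Leaving out 1 library moved both counts: 48 higher and 23 lower without WT replicate 1, 38 and 31 without WT replicate 2, 531 and 493 without WT replicate 3, and 3 and 16, 6 and 28, and 16 and 33 without KO replicate 1, 2 or 3. Of the 306 genes, 267 were among the 1024 called without WT replicate 3. In TPM, where the median of all genes shifts by −0.111 on the log2 scale, 108 were higher and 166 lower, from FPKM × gene length 141 and 279, with all 4 groups in one fit 438 and 484, with library weights 880 and 875, with no expression filter 90 and 81, and with a pseudocount of 1 78 and 79.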

Notably, 291 genes were upregulated and 545 genes were downregulated in *Snap29^−/−^* cells when compared with *Snap29^+/+^* cells (Figure 4A, *P*adj < 0.05, fold change ≥ 2). Interestingly, numerous myogenesis-related terms were top-ranked in GO analysis by all DEGs, including myotube differentiation, cardiac muscle contraction, regulation of myotube differentiation, striated muscle contraction in Biological Process, contractile fiber, striated muscle thin filament, myofibril, myofilament, contractile fiber part in Cellular Component, extracellular matrix structural constituent, and tropomyosin binding in Molecular Function (Figure 4B). 

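Muscle genes were mostly higher in KO cells at day 14, few of them past the test. *Des*, the intermediate filament of muscle, rose from 21.9 ± 5.0 FPKM in WT to 42.0 ± 3.6 FPKM in KO (log2 change 0.96, SE 0.16, adjusted p = 0.0403, 3 of 3 KO libraries above all WT libraries). The cardiac actin *Actc1* measured 24.2 ± 17 FPKM in WT and 78.3 ± 27 FPKM in KO (log2 change 1.93, adjusted p = 0.137), the smooth muscle actin *Acta2* 79.0 ± 50.4 FPKM in WT and 206 ± 47 FPKM in KO (1.53, adjusted p = 0.106), and *Myog*, a regulator of myoblast fusion, 8.66 ± 7.0 FPKM in WT and 21.5 ± 5.4 FPKM in KO (1.66, adjusted p = 0.207). Of 27 skeletal muscle genes 24 had a positive log2 change and 2 rose, *Acta1* and *Des* (10 adjusted over the list alone, median log2 change 0.97, set test adjusted p = 5.66e-06, and adjusted p = 0.470 with an estimated correlation). Of 14 smooth muscle genes 1 rose, *Des* (1 adjusted over the list alone, median log2 change 0.40, set test adjusted p = 0.153, and adjusted p = 0.678 with an estimated correlation). Of 29 cardiac muscle genes 1 fell, *Hand2*, a heart and mesoderm factor, from 2.35 to 0.537 FPKM (log2 change −1.97, SE 0.26, adjusted p = 0.0211). Adjusted over the list alone 7 were higher and 2 lower (median log2 change 0.20, set test adjusted p = 0.436, and adjusted p = 0.812 with an estimated correlation). The adjusted p of *Des* was 0.127 to 0.162 without WT replicate 1 or 2 or KO replicate 1, 2 or 3, and that of *Hand2* 0.0532 to 0.101 without WT replicate 1 or 2 or KO replicate 1, 2 or 3.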

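The skeletal actin gene *Acta1* had the highest value of the 19 genes of Figure 4C, 169.2 FPKM in 1 KO library, and rose from 29.1 ± 21 FPKM in WT to 158 ± 12 FPKM in KO at day 14 (log2 change 2.65, SE 0.42, adjusted p = 0.0344). *Jam2*, which encodes a junction protein, rose from 8.96 ± 1.5 FPKM in WT to 21.0 ± 1.1 FPKM in KO (log2 change 1.23, SE 0.13, adjusted p = 0.0127), and *Chga*, a granule protein of endocrine cells, from 1.04 ± 0.078 FPKM in WT to 3.08 ± 0.52 FPKM in KO (log2 change 1.46, SE 0.18, adjusted p = 0.0186). The fibrillar collagen *Col5a2* measured 22.9 ± 8.4 FPKM in WT and 49.6 ± 1.1 FPKM in KO (log2 change 1.17, adjusted p = 0.0518), the caveolin *Cav3* 0.0891 FPKM in WT and 0.738 FPKM in KO (2.24, adjusted p = 0.0516) and the myogenic factor *Myod1* 0.461 FPKM in WT and 1.75 FPKM in KO (1.84, adjusted p = 0.0862). The chemokine *Cxcl10* measured 7.18 FPKM in WT and 17.0 FPKM in KO (1.30, adjusted p = 0.128), and the muscle gene *Trim54* 2.60 FPKM in WT and 5.86 FPKM in KO (1.25, adjusted p = 0.148). In all 19 genes 3 of 3 KO libraries lay above all WT libraries, and 3 rose. Adjusted over the list alone 19 passed, and neither count is independent evidence because the study chose the list on these libraries. With voom 4 passed, with all 4 groups in one fit 15, with library weights 18, with no expression filter 2, and with the replicate number as a block 0. Without WT replicate 1, 1 passed, and without WT replicate 2 or KO replicate 1, 2 or 3, 0 passed. The adjusted p of *Acta1* was 0.102 to 0.143 without WT replicate 1 or 2 or KO replicate 1, 2 or 3, and that of *Jam2* 0.0530 to 0.0770 without WT replicate 2 or KO replicate 1, 2 or 3. That of *Chga* was 0.0545 to 0.115 without WT replicate 1 or 2 or KO replicate 1, 2 or 3.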

We then measured the FPKMs of GO-enriched genes and found that the majority of them were significantly upregulated in *Snap29^−/−^* cells, and representative genes are shown in Figure 4C. Consistently, the expression levels of the genes with the highest FPKM values, including *Acta1*, *Col5a2*, *Jam2*, *Cxcl10,* and *Trim54*, were significantly increased in *Snap29^−/−^* cells through qPCR (Figure 4D). These results indicate that *Snap29* deficiency significantly promotes the expression of genes associated with muscle lineage differentiation and formation, which is consistent with the increased incidence of heart-like cells upon *Snap29* depletion (Figure 3). Moreover, adhesion molecules, cytokine receptor interaction, focal adhesion, PI3K-Akt signaling pathways, and ECM-receptor interaction were included in enriched pathways by KEGG analysis (Figure 4E), and might be involved in the regulation of myogenesis. 

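The change of *Acta1* and *Des* was larger once WT replicate 3 was left out, a choice made after seeing the data: their log2 changes were then 3.19 and 1.14 (adjusted p = 5.43e-04 and 0.00501). In that fit 13 of 27 skeletal, 7 of 14 smooth and 7 of 29 cardiac muscle genes were higher, and 1 smooth and 3 cardiac genes lower (17 higher, 8 higher and 2 lower, and 10 higher and 3 lower, each adjusted over the list alone). The set test of smooth muscle then gave adjusted p = 0.0222, and 0.384 with an estimated correlation. For the genes of Figure 4C, such as *Myl1* and *Tnnt2*, 16 of 19 were then higher. WT replicate 3 lay above the mean of WT replicates 1 and 2 in 23 of the 27 skeletal genes (median log2 difference 0.83), 11 of 14 smooth (0.58) and 19 of 29 cardiac genes (0.19). Without any other single library, 0 of the 27 skeletal, 14 smooth and 29 cardiac muscle genes passed. The KO effect on 6 skeletal muscle genes, *Acta1* among them, was higher at day 14 than at day 0 by a test of the interaction (median log2 difference 0.84, camera adjusted p = 1.74e-05, and adjusted p = 0.521 with an estimated correlation). Part of the *Acta1* difference is its fall at day 0 (log2 change −1.70, adjusted p = 0.00191). Only 16 skeletal genes were tested at day 0. For genes below the filter there, the interaction restates the rise at day 14 and is no separate result. From the enriched terms, and the FPKM values and qPCR of genes of Figure 4C, the paper concludes that loss of *Snap29* promotes the expression of muscle lineage genes, and relates it to the larger share of beating bodies.

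**Figure D2:**
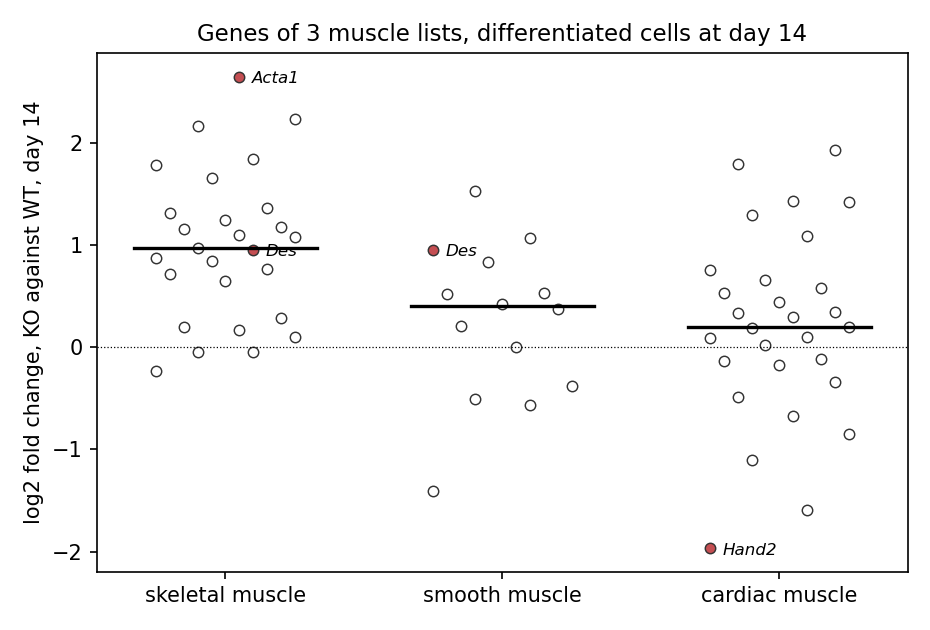
log2 fold change, KO against WT at day 14, of each tested gene of the skeletal, smooth and cardiac muscle lists with all libraries, 1 point per gene. Of the 27 skeletal muscle genes 24 lie above 0 with all libraries.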

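Matrix genes went both ways at day 14. *Col1a1*, the main fibrillar collagen, fell from 70.8 ± 8.0 FPKM in WT to 43.0 ± 3.9 FPKM in KO (log2 change −0.72, SE 0.12, adjusted p = 0.0348) and the cartilage collagen *Col9a1* from 1.35 to 0.0481 FPKM (log2 change −3.08, adjusted p = 0.0344). The laminin chain *Lamb3*, of epithelial basement membranes, rose from 1.46 to 2.72 FPKM (log2 change 0.86, adjusted p = 0.0417). Of 19 integrins only *Itgb3*, a subunit of the vitronectin receptor, fell, from 8.36 ± 1.2 FPKM in WT to 4.37 ± 0.60 FPKM in KO (log2 change −0.92, SE 0.16, adjusted p = 0.0411). The type III collagen *Col3a1* measured 33.5 FPKM in WT and 7.31 FPKM in KO (log2 change −2.07, adjusted p = 0.0639). Of 49 matrix genes 2 rose and 2 fell (5 and 9 adjusted over the list alone, median log2 change −0.18, set test adjusted p = 0.114, and adjusted p = 0.501 with an estimated correlation). For integrins the list alone gave 3 higher and 1 lower (median log2 change 0.07, set test adjusted p = 0.905, and adjusted p = 0.945 with an estimated correlation). All 4 named changes had 3 of 3 KO libraries beyond all WT libraries. Without WT replicate 3, 9 matrix genes were higher and 6 lower, and 2 integrins were higher and 3 lower. Without any other single library 0 passed, and without KO replicate 3 the set test of matrix genes gave adjusted p = 0.0318, and 0.356 with an estimated correlation. The adjusted p was 0.0562 to 0.147 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Col1a1*, and 0.104 to 0.141 without KO replicate 1, 2 or 3 for *Col9a1*. It was 0.129 to 0.177 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Lamb3* and 0.0816 to 0.155 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Itgb3*.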

Next, we investigated the functional role of 545 genes downregulated in *Snap29^−/−^* cells (Figure 4A). 

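Among the genes printed in Figure 5A, the adaptor *Gab2*, the orphan receptor *Gpr153* and the neural patterning factor *Irx3* fell at day 14, from 2.68 to 1.06 FPKM, 3.03 to 1.31 FPKM and 8.15 to 3.00 FPKM (log2 changes −1.27, −1.17 and −1.38, adjusted p = 0.0403, 0.0411 and 0.0342, each with 3 of 3 KO libraries lower). *Isl1*, a factor of motor neurons and heart progenitors, measured 0.516 FPKM in WT and 0.105 FPKM in KO (log2 change −1.55, adjusted p = 0.0528), and *Snai2*, a driver of epithelial to mesenchymal transition, 2.72 FPKM in WT and 0.641 FPKM in KO (−1.98, adjusted p = 0.0650). The retinoic acid binding gene *Crabp1* measured 57.9 FPKM in WT and 27.6 FPKM in KO (−0.96, adjusted p = 0.165), and the semaphorin *Sema5a* 0.242 FPKM in WT and 0.102 FPKM in KO (−0.74, adjusted p = 0.264). All 45 genes had a lower mean in KO, and in 41 of them 3 of 3 KO libraries lay below all WT libraries. Of 44 tested, 11 fell. Adjusted over the list alone 42 passed, and neither count is independent evidence because the study chose the genes on these libraries. With voom 16 fell, with library weights 41, and without WT replicate 3, which lay below the mean of WT replicates 1 and 2 in 36 of the 44 (median log2 difference −0.61), 34 of 43. With no expression filter 4 fell, with the replicate number as a block 0, without WT replicate 1 or 2 or KO replicate 1 or 2, 1 fell, and without KO replicate 3, 2 fell. The adjusted p was 0.0967 to 0.155 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Gab2*, 0.0967 to 0.159 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Gpr153* and 0.0916 to 0.146 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Irx3*.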

Taking advantage of previously reported lists of the genes essential for the germ layer differentiation of pluripotent stem cells (PSCs) [19], we found that 23 downregulated genes were required for the definitive endoderm differentiation of PSCs, including *Ccnd2*, *Hesx1*, *Flt1,* and *Lonrf3*; 8 genes for early mesoderm formation, including *Tubb4A*, *Kif21B*, *Cdx2,* and *Cacna1H*; and 16 genes for neuroectoderm differentiation, including *Snap29* itself, *Fstl3*, *Thyh3,* and *II3Ra* (Figure 5A). The FPKMs of related genes are shown in Figure 5B and verified using a qPCR assay (Figure 5C). 

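Of the 12 genes of Figure 5B, 8 fell at day 14, *Snap29* among them. *Lonrf3*, a ring finger gene, fell from 2.35 ± 0.44 FPKM in WT to 0.375 ± 0.13 FPKM in KO (log2 change −2.39, SE 0.28, adjusted p = 0.0154), the follistatin-like *Fstl3* from 16.2 ± 5.1 FPKM in WT to 4.57 ± 1.2 FPKM in KO (log2 change −1.79, SE 0.27, adjusted p = 0.0305), and the VEGF receptor *Flt1* from 4.23 ± 0.56 FPKM in WT to 1.82 ± 0.19 FPKM in KO (log2 change −1.17, SE 0.16, adjusted p = 0.0227). The tubulin *Tubb4a* fell from 7.41 to 2.23 FPKM and the kinesin *Kif21b* from 1.70 to 0.655 FPKM (log2 changes −1.64, adjusted p = 0.0309, and −1.25, adjusted p = 0.0276). The chloride channel *Ttyh3* fell from 6.22 to 3.07 FPKM (adjusted p = 0.0189) and the forebrain and pituitary factor *Hesx1* from 5.77 to 2.14 FPKM (log2 change −1.34, adjusted p = 0.0489). The cytokine receptor *Il3ra* measured 4.60 FPKM in WT and 1.68 FPKM in KO, the trophoblast and gut factor *Cdx2* 1.80 FPKM in WT and 0.587 FPKM in KO, and the cyclin *Ccnd2* 8.67 FPKM in WT and 3.33 FPKM in KO. These and the calcium channel *Cacna1h* did not pass (log2 changes −1.33, −1.42, −1.33 and −1.09, adjusted p = 0.0670, 0.0902, 0.0702 and 0.105). In all 12 genes 3 of 3 KO libraries lay below all WT libraries. Adjusted over the list alone 12 passed, on a list the study chose from these libraries. Without WT replicate 3, 12 fell. With no expression filter 4 fell, with the replicate number as a block 0, without WT replicate 1 or 2 or KO replicate 1 or 2, 1 fell, and without KO replicate 3, 2 fell. The adjusted p was 0.0627 to 0.0753 without WT replicate 1 or 2 or KO replicate 1 or 2 for *Lonrf3*, 0.0827 to 0.115 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Fstl3*, and 0.0632 to 0.116 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Flt1*. It was 0.0677 to 0.131 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Tubb4a*, and 0.0916 to 0.126 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Kif21b*. It was 0.0574 to 0.110 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Ttyh3* and 0.146 to 0.173 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Hesx1*, which also failed with voom, with no expression filter and after quantile scaling.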

In GO analysis, embryonic organ development was top-ranked in the enriched biological process using downregulated genes upon *Snap29* disruption (Figure 5D). 

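Many genes of the trophoblast, the lineage of the placenta, fell at day 14. *Prl2a1*, a placental prolactin relative, fell from 181 ± 37 FPKM in WT to 14.7 ± 3.8 FPKM in KO (log2 change −3.63, SE 0.23, adjusted p = 0.00464) and *Prl3d1*, placental lactogen of giant cells, from 32.1 to 2.88 FPKM (log2 change −3.50, adjusted p = 0.00596). *Tpbpa*, of the spongiotrophoblast, fell from 18.1 to 0.00803 FPKM (−7.03, adjusted p = 0.00596), the cathepsin *Ctsq* from 7.58 to 0.0715 FPKM (−5.55, adjusted p = 0.00468), and *Syna*, a gene of cell fusion in the labyrinth, from 2.87 to 0.317 FPKM (−2.81, adjusted p = 0.00738). *Prl2b1* measured 16.6 FPKM in WT and 0 in KO, at least 285-fold lower when KO is set to a floor of 3 fragments over the group. The imprinted growth regulators *Cdkn1c* and *Phlda2*, which restrain placental growth, fell from 326 ± 21 FPKM in WT to 41.6 ± 3.8 FPKM in KO (log2 change −2.97, SE 0.097, adjusted p = 2.82e-04) and from 48.3 to 8.13 FPKM (log2 change −2.57, adjusted p = 0.00738). Both were already lower in undifferentiated KO ESCs (log2 changes −2.22 and −1.62, adjusted p = 2.97e-04 and 9.38e-06). Their fall is therefore not particular to the differentiated cells. The trophoblast genes *Hand1*, *Krt7* and *Plac1* measured 139.7, 65.6 and 23.6 FPKM in WT and 146.6, 92.0 and 20.4 FPKM in KO, and did not pass the test. Each gene that fell had 3 of 3 KO libraries below all WT libraries. Of 17 prolactin family genes 13 fell (16 adjusted over the list alone, median log2 change −3.63, set test adjusted p = 3.39e-22, and adjusted p = 0.0762 with an estimated correlation), and of 22 trophoblast genes 8 fell (1 higher and 14 lower adjusted over the list alone, median log2 change −1.01, set test adjusted p = 4.23e-10, and adjusted p = 0.337 with an estimated correlation). With voom, chosen after seeing the data, the prolactin family passed the set test with an estimated correlation (adjusted p = 0.0262). With the genes at 0 in KO set to their bounds both medians stay the same. Once a WT library was left out, genes above the expression filter only in WT no longer met its 3 libraries and were not tested. Prolactin genes lower numbered 7, 7 and 9 of 12 tested without WT replicate 1, 2 or 3, and 4, 8 and 10 without KO replicate 1, 2 or 3. Trophoblast genes lower numbered 3, 5 and 13, and 3, 4 and 4, in the same order. WT replicate 3 lay below the mean of WT replicates 1 and 2 in 19 of the 22 trophoblast genes (median log2 difference −0.73) and 9 of the 17 prolactin genes (−0.69). Without KO replicate 1 the adjusted p of *Syna* and of *Phlda2* was 0.0518.

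**Figure D3:**
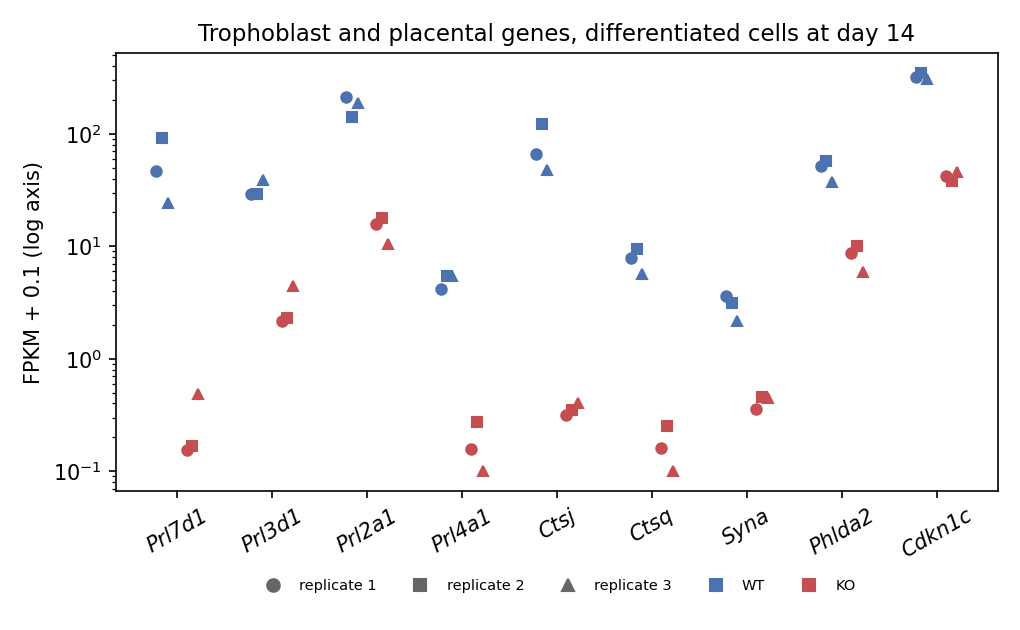
FPKM + 0.1 on a log axis of trophoblast and placental genes in the differentiated cells at day 14, 1 point per library. For *Prl2a1* the WT mean is 181 FPKM and the KO mean 14.7 FPKM.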

Consistently, pathways regulating cell differentiation and organ development, including the PI3K-Akt pathway, Ras signaling pathway, and MAPK signaling pathway, were enriched in KEGG pathways (Figure 5E). Together, transcriptome analysis strongly suggests that *Snap29* deficiency significantly disturbs the expression of the genes related to embryonic germ layer differentiation and further embryonic organ development. 

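Of the growth factors and receptors that feed PI3K-Akt, Ras and MAPK signalling, few passed at day 14. *Angpt2*, a ligand of the vascular receptor Tek, fell to 0.302 ± 0.095 FPKM (log2 change −1.58, SE 0.29, adjusted p = 0.0468), and the ephrin receptor *Epha1* rose from 5.19 ± 0.16 FPKM in WT to 7.53 ± 0.22 FPKM in KO (log2 change 0.53, SE 0.097, adjusted p = 0.0469), each with 3 of 3 KO libraries beyond all WT libraries. *Igf2*, an imprinted growth factor, measured 21.1 FPKM in WT and 8.93 FPKM in KO (log2 change −1.23, adjusted p = 0.0703), *Fgf4*, an ESC growth factor, 20.9 FPKM in WT and 34.0 FPKM in KO (0.71, adjusted p = 0.0528), and *Pdgfra*, a receptor of mesenchyme, 2.03 FPKM in WT and 0.350 FPKM in KO (−2.02, adjusted p = 0.115). Of 35 ligands 1 fell (3 higher and 6 lower adjusted over the list alone, median log2 change −0.08, set test adjusted p = 0.114, and adjusted p = 0.470 with an estimated correlation). Of 41 receptor tyrosine kinases 1 rose and 1 fell, *Flt1* (1 and 3 adjusted over the list alone, median log2 change −0.15, set test adjusted p = 0.0289, and adjusted p = 0.337 with an estimated correlation). Without WT replicate 3, 5 ligands were higher and 6 lower and 2 receptors higher and 8 lower (receptor set test adjusted p = 0.0936). Without any other single library 0 passed in either list, and the ligand set test gave adjusted p = 0.0344 and 0.0289 without WT replicate 1 or 2 and 0.0496 without KO replicate 1 (0.372, 0.455 and 0.450 with an estimated correlation). The adjusted p was 0.0983 to 0.173 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Angpt2* and 0.147 to 0.194 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Epha1*.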

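Outside muscle and placenta, few genes passed in each lineage list at day 14. *Cdh5*, the cadherin of endothelial junctions, fell from 21.0 ± 13 FPKM in WT to 0.850 ± 0.25 FPKM in KO (log2 change −4.28, SE 0.50, adjusted p = 0.0154). *Apoa1*, a lipoprotein gene of liver and yolk sac, fell from 7.06 ± 3.7 FPKM in WT to 0.268 ± 0.11 FPKM in KO (log2 change −4.14, SE 0.49, adjusted p = 0.0156), while the fetal albumin gene *Afp* measured 4.80 FPKM in WT and 0.0519 FPKM in KO (log2 change −4.40, adjusted p = 0.0516). *Epcam*, an epithelial adhesion gene, rose from 70.8 to 138 FPKM (log2 change 0.96, SE 0.11, adjusted p = 0.0151), as did *Stmn2*, a neuronal microtubule gene (log2 change 1.22, adjusted p = 0.0411), and *Thy1* (0.71, adjusted p = 0.0456). Each had 3 of 3 KO libraries beyond all WT libraries. Lists past the set test were endothelium, 2 lower of 16 (5 lower adjusted over the list alone, median log2 change −0.35, set test adjusted p = 0.00388, and adjusted p = 0.270 with an estimated correlation), liver and yolk sac, 1 lower of 11 (6 lower adjusted over the list alone, median log2 change −1.28, set test adjusted p = 0.00138, and adjusted p = 0.337 with an estimated correlation), and early mesoderm, 1 lower of 14 (5 lower adjusted over the list alone, median log2 change −1.01, set test adjusted p = 0.00388, and adjusted p = 0.337 with an estimated correlation). Primitive and visceral endoderm, 1 lower of 21 (6 lower adjusted over the list alone, median log2 change −0.32, set test adjusted p = 0.00563, and adjusted p = 0.270 with an estimated correlation), and fibroblasts, 1 higher and 1 lower of 15 (2 higher and 7 lower adjusted over the list alone, median log2 change −0.72, set test adjusted p = 0.00577, and adjusted p = 0.270 with an estimated correlation), passed too. Not past it were definitive endoderm, 2 higher of 14 (4 higher and 2 lower adjusted over the list alone, median log2 change 0.07, set test adjusted p = 0.709, and adjusted p = 0.812 with an estimated correlation), neuroectoderm, 1 higher of 18 (1 higher adjusted over the list alone, median log2 change −0.01, set test adjusted p = 0.90, and adjusted p = 0.945 with an estimated correlation), and blood, 0 of 16 (at an unadjusted p under 0.05 2 higher and 1 lower, with voom 0, 0 adjusted over the list alone, median log2 change −0.12, set test adjusted p = 0.678, and adjusted p = 0.90 with an estimated correlation). Without WT replicate 3, *Cdh5* and 3 more endothelial genes, 3 of 8 liver, 6 mesoderm and 4 visceral endoderm genes were lower. Fibroblasts gave 2 higher and 8 lower, definitive endoderm 4 higher, neuroectoderm 2 higher, and visceral endoderm and blood 1 higher each. Without any other single library 0 passed in these lists, except 1 neural gene higher without WT replicate 1 and 1 endothelial gene lower without WT replicate 2. The set test of liver genes had adjusted p = 0.108 without WT replicate 1, and that of visceral endoderm 0.0613 without WT replicate 3. The adjusted p was 0.0595 to 0.0840 without WT replicate 1 or KO replicate 1, 2 or 3 for *Cdh5*, 0.0574 to 0.0850 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Apoa1*, 0.0541 to 0.0753 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Epcam*, 0.132 to 0.158 without WT replicate 2 or KO replicate 1, 2 or 3 for *Stmn2* and 0.135 to 0.197 without WT replicate 1 or 2 or KO replicate 1, 2 or 3 for *Thy1*. From the lower germ layer genes and the enriched organ development terms, the paper proposes that loss of *Snap29* disturbs germ layer differentiation and organ development.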

### 2.4. Snap29 Depletion Does Not Cause Autophagic Blockage in ESCs and Differentiated Cells

Next, the role of the autophagy modulation of Snap29 in ESCs was measured. In contrast to previous studies in nonembryonic cells [11,15], *Snap29* knockout or knockdown in mouse ESCs did not lead to the accumulation of the autophagosome marker LC3-II or the universal autophagic substrate SQSTM1/p62 (Figure 6A and Figure S2D). Upon differentiation, less LC3-II turnover and retained p62 protein were observed in *Snap29* knockout cells at day 7 (Figure 6B). However, at day 14 of differentiation, the LC3-II/LC3-I ratio was increased in *Snap29^−/−^* cells in comparison with *Snap29^+/+^* cells (Figure 6C). These results suggest that Snap29 is not necessarily required for autophagosome-lysosome fusion in mouse ESCs. Given the essential role of the SNARE complex in autophagy regulation, we speculate that other SNAP proteins might compensate in *Snap29*-deficient ESCs. The SNAP family contains four known members in mammals: Snap23, Snap25, Snap29, and Snap47, all of which contain two separate SNARE motifs [8]. Based on our RNA-seq data, we found that the expression of *Snap25* was extremely low in mouse ESCs and differentiated cells (FPKM < 0.1) and that the expression of *Snap47* was upregulated in *Snap29* knockout cells (Figure 6D). 

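*Snap47*, which encodes a SNAP protein of the SNARE family, measured 36.4 ± 1.8 FPKM in WT and 39.3 ± 1.7 FPKM in KO ESCs (log2 change 0.11, SE 0.051, adjusted p = 0.178, 2 of 3 KO libraries above all WT libraries). At day 14 it measured 45.7, 40.0 and 70.4 FPKM in the WT libraries and 77.1, 67.1 and 56.1 FPKM in the KO libraries (log2 change 0.39, SE 0.22, adjusted p = 0.367, 1 of 3 KO libraries above all WT libraries). *Snap23*, of the plasma membrane, measured 10.6 ± 0.15 FPKM in WT and 11.2 ± 0.67 FPKM in KO ESCs (log2 change 0.07, adjusted p = 0.404) and 10.4 ± 0.38 FPKM in WT and 11.1 ± 0.34 FPKM in KO at day 14 (0.09, adjusted p = 0.576). *Snap25*, the neuronal member, measured 0.0699 FPKM in WT and 0.0504 FPKM in KO ESCs, and 0.0745 FPKM in WT and 0.0156 FPKM in KO at day 14, below the expression filter. None of these 3 genes passed the limma test at either day. *Snap47* passed at day 14 with library weights (log2 change 0.55, adjusted p = 0.0203) and without WT replicate 3 (0.63, adjusted p = 0.0391), which held its highest WT value. Over all alternatives its adjusted p ranged from 0.0203 to 0.964.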

Then, we knocked down *Snap47* and *Snap23* using small interfering RNAs (siRNAs) in *Snap29^+/+^* and *Snap29^−/−^* ESCs (Figure 6E). Interestingly, *Snap47* knockdown, but not *Snap23* knockdown, resulted in the obvious accumulation of LC3-II and p62 in the *Snap29* knockout ESCs (Figure 6F), indicating autophagic blockage in ESCs with dual disruption of *Snap29* and *Snap47*. Taken together, these data suggest that *Snap29* knockout does not lead to defective autophagic flux in ESCs and differentiated cells, which might be due to the rescue effect mediated by paralogous *Snap47*. 

## 3. Discussion

Snap29 plays a role in membrane trafficking and autophagy modulation [8,13]. Here we show that in pluripotent mouse ESCs, *Snap29* knockout or knockdown does not impair cell proliferation, colony formation, alkaline phosphatase activity, or the expression of pluripotent markers (Figure 1 and Figure S2). Furthermore, transcriptome analysis confirmed that the core pluripotent factors are well-maintained in *Snap29^−/−^* ESCs (Figure 2). Interestingly, the DEGs between *Snap29^+/+^* and *Snap29^−/−^* ESCs were enriched in several cancer-related pathways (Figure 2F). The evidence demonstrates that the altered Snap29 activity might contribute to the pathogenesis of cancers [20]. Recent evidence from a breast cancer cell line and a human melanoma cell line suggests that Snap29 plays a role in the TNFα-NF-κB-FOXP3 signaling axis, and silencing *Snap29* promotes tumor cell migration [21]. Thus, Snap29 might represent a novel safeguard to counteract the pathogenic processes involved in cancer.

As a Qbc SNARE, the function of Snap29 in promoting autophagosome-lysosome fusion is well-established. Unexpectedly, unlike many other studies [11,13,15,22], Snap29 depletion in mouse ESCs did not lead to defective autophagosome-lysosome fusion or the accumulation of autophagosomes (Figure 6). We speculate that this unusual outcome might be caused by the O-linked β-N-acetylglucosamine (O-GlcNAc) modification of Snap29 in mouse ESCs. Guo et al. demonstrated that O-GlcNAcylated Snap29 inhibits the formation of a Snap29-containing SNARE complex, decreases the fusion of autophagosomes and endosomes/lysosomes, and blocks autophagic flux [13]. UDP-GlcNAc is a key substrate for the O-GlcNAcylation of proteins, and is produced primarily through glycolysis and hexosamine biosynthetic pathways [23]. As has been widely studied, PSCs, such as mouse ESCs, prefer glycolysis over oxidative phosphorylation to increase glucose uptake and energy supply [24]. Supplementation with glutamine in cell culture media (see Methods section) may also increase the production of UDP-GlcNAc [25]. O-GlcNAc modification is balanced by two enzymes: O-GlcNAc transferase (OGT) adds the modification and O-GlcNAcase (OGA) removes it [26]. As reported, mouse ESCs exhibit high expression of OGT, and Oct4 and Sox2 are modified with O-GlcNAc in ESCs, which is required for the activity of the pluripotency network [27]. Taken together, it is reasonable to speculate that Snap29 is O-GlcNAcylated and fails to form the SNARE complex with the associated factors in mouse ESCs. Further investigations should be performed to verify the O-GlcNAcylation of Snap29 and its biological functions in pluripotent ESCs.

In light of the fundamental role of Snap29-containing SNARE complexes in membrane trafficking, unknown Qbc SNARE domain-containing proteins may exist in mouse ESCs. In this study, preliminary findings suggest that Snap47 may compensate for Snap29 to promote autophagosome and lysosome fusion (Figure 6). Snap47 protein contains two separate SNARE domains and its silencing in HeLa cells leads to impaired autophagic flux [28]. Moreover, Snap47 can interact with ATG14 to promote viral capsid protein conjugation and coxsackievirus propagation, while its role in autophagy is undetermined [29]. Overall, the function of Snap47 has not been extensively investigated. It would be intriguing to examine the role and mechanism of Snap47 in SNARE complex formation, autophagy regulation, and pluripotency maintenance in ESCs and other types of cells. 

In this study, we performed standard *in vitro* differentiation of *Snap29^+/+^* and *Snap29^−/−^* ESCs by EB formation. This method has been extensively used to investigate regulatory factors or signaling pathways that mediate ESC differentiation toward numerous cell lineages [30,31]. Moreover, the expression of tissue-specific genes of ESCs during *in vitro* differentiation recapitulates the early process of *in vivo* development [32]. Interestingly, *Snap29^−/−^* ESCs formed significantly larger EBs than *Snap29^+/+^* cells (Figure 3A,B). Meanwhile, *Snap29* deficiency significantly promoted the generation of heart-beating cardiac cells (Figure 3). The size of EBs has been demonstrated to influence the differentiation potential of ESCs in this system [33], and larger EBs are associated with the enhanced cardiogenesis of ESCs [34].

Furthermore, the transcriptome analysis confirmed that the differentiation of ESCs into muscle lineage cells was enhanced by *Snap29* knockout (Figure 4). We then examined the expression of the genes related to myogenesis, and found that the majority of them were significantly upregulated in *Snap29^−/−^* cells (Figure 4). Representatively, Myod1 and Cav3 are essential transcription factors characterizing myogenic precursors; the *Acta1* gene encodes Actin-alpha 1, a skeletal muscle protein, and the *Tnnt* gene encodes the Troponin T (TnT) protein, both of which are fundamental proteins found in muscle tissues; the *Col4a* and *Col5a* genes encode several types of collagens, which are flexible proteins that are important in the structure of many tissues, including muscles [35]. Our data uncover the role of Snap29 in muscle lineage differentiation and myofiber formation. Nonetheless, the causal link between Snap29, myogenic factors, and myogenesis requires further investigation. 

Additionally, numerous genes that are required for germ layer differentiation are significantly misregulated in *Snap29^−/−^* cells compared to control cells, especially the genes for definitive endoderm and neuroectoderm (Figure 5). AFP is extensively used as a marker indicating the endoderm differentiation of PSCs. However, AFP^+^ cells emerged from both the *Snap29^+/+^* and *Snap29^−/−^* ESC-derived cell populations (Figure 3 F,H). The disagreement can be explained by the versatile expression of AFP, which is secreted by the primitive and definitive endoderm lineages, including the visceral endoderm, its derivative yolk sac endoderm, fetal liver hepatocytes, and the gut epithelium of the developing embryos [36]. Taken together, we assume that, during *in vitro* differentiation, although some AFP^+^ cells emerge without *Snap29*, the ability of *Snap29^−/−^* cells to differentiate into functional progenitors or somatic cells in the endoderm might be insufficient. 

ESCs are an adequate *in vitro* model for studying embryogenesis [6,7]. In humans, the loss of functional Snap29 results in CEDNIK syndrome (cerebral dysgenesis, neuropathy, ichthyosis, and keratoderma), a neurocutaneous disease characterized by severe developmental abnormalities of the nervous system and aberrant differentiation of the epidermis [37]. In addition, CEDNIK patients show signs of microcephaly and facial dysmorphism, hypoplastic optic disk, sensorineural deafness, and severe cachexia [37], indicating multisystem defects caused by *Snap29* deficiency. In this study, we reveal that numerous genes that are required for neuroectoderm differentiation are significantly downregulated upon *Snap29* knockout, including *Fstl3*, *Ttyh3,* and *Il3Ra* (Figure 5). In the immunoassays, the expression of βIII-tubulin in *Snap29^−/−^* cells was comparable to that in control cells (Figure 3). As reported previously, detecting only the expression of βIII-tubulin is inadequate to measure the neuroectoderm differentiation of PSCs [38]. In addition to βIII-tubulin and the DEGs analyzed in RNA-seq, other essential regulatory factors and signaling pathways need to be tested in the following studies. Furthermore, although several animal models have been established to recapitulate CEDNIK syndrome [39,40,41], cell models are rather scarce [42]. Our ESC model lacking *Snap29* may serve as a powerful tool for investigating the embryonic differentiation process of CEDNIK syndrome and seeking compounds that might ameliorate traits of the disease. 

In this study, we uncovered that Snap29 is not required for the self-renewal maintenance of mouse ESCs. *Snap29* depletion does not impair cell proliferation or the expression of pluripotency-associated markers in ESCs. However, Snap29 is indispensable for the proper differentiation of mouse ESCs. *Snap29* deficiency enhances the differentiation of ESCs into cardiomyocytes, as indicated by heart-like beating cells. Moreover, transcriptome analysis revealed that *Snap29* depletion significantly decreased numerous genes required for embryonic germ layer differentiation. Furthermore, *Snap29* deficiency does not cause autophagy blockage in ESCs, which might be rescued by the SNAP family member Snap47. Our study reveals the role of Snap29 in the maintenance of ESC pluripotency and provides insights for further investigation of the complicated pathogenic mechanisms of CEDNIK syndrome caused by *Snap29* deficiency.

## 4. Materials and Methods

### 4.1. Cell Culture

The mouse J1 ES cell line was kindly gifted from Pro. Lin Liu of Nankai University, which was 129S4/SvJae in origin and cultured without feeder layers [43]. For routine culture, ESCs were maintained under 5% CO_2_ at 37 °C in ESC culture medium consisting of knockout DMEM supplemented with 20% fetal bovine serum (FBS, ES quality, HyClone, Rd. Logan, UT, USA), 1000 U/mL leukemia inhibitory factor (LIF) (ESGRO, Merck Millipore, Burlington, MA, US), 0.1 mM nonessential amino acids, 0.1 mM β-mercaptoethanol, 2 mM L-glutamine, and penicillin (100 U/mL) and streptomycin (100 μg/mL). 

### 4.2. Generation of Snap29 Knockout ESCs

Snap29 knockout ESCs were generated using the CRISPR/Cas9 system. Single-guide RNAs (sgRNAs) targeting exon 2 of the mouse *Snap29* gene were designed using the online design tool available at http://crispr.genome-engineering.org/ (accessed on 28 December 2020). SgRNAs were cloned into the pSpCas9(BB)-2A-Puro (PX459) vector, and transfected into ESCs with lipofectamine^TM^ transfection reagent (Invitrogen), according to the manufacturer’s recommendation. Then, knockout ESC clones were identified through Sanger sequencing and confirmed using western blot analysis. 

### 4.3. Cell Proliferation Analysis by Accumulative Growth Curve

2 × 10^5^ WT, *Snap29* KO-1, and KO-2 ESCs were initially seeded into 6-wells and cultured for 2 days. Then, ESCs were digested using Typsin-EDTA, counted by the hemocytometers, and passaged at certain splitting ratios of 1:5–1:12. ESCs were passaged for 6 days. The accumulative growth curve was drawn using the product of the cell numbers and the splitting ratios. 

### 4.4. MTT Assay and AP Staining

The methyl thiazolyl tetrazolium (MTT) assay was used to measure cell viability, and committed using an MTT Cell Proliferation and Cytotoxicity Assay Kit (Beyotime), according to the manufacturer’s instructions. Alkaline phosphatase (AP) staining was performed with a BCIP/NBT Alkaline Phosphatase Colour Development Kit (Beyotime), according to the manufacturer’s instructions.

### 4.5. In Vitro Differentiation of ESCs

For ESC differentiation, three-dimensional colonies known as embryoid bodies (EBs) were generated [30]. Briefly, undifferentiated ESCs were trypsinized to obtain a single cell suspension, and EBs were formed in ESC culture medium without LIF, in a definite number of cells in hanging drops for 3 days. Then, EBs were transferred to 24-well culture plates with 1 EB per well. Daily microscopic observations were conducted to detect beating EBs. In total, 20 to 30 EBs were transferred to 6-well microwell plates per well for protein, RNA, and sample collection.

### 4.6. Gene Expression by Quantitative Real-Time PCR

Total RNA was isolated from samples using the MiniBEST Universal RNA Extraction Kit (Takara), according to the manufacturer’s protocol. The purity and concentration of RNA were checked using Nanodrop technology. Then, 1 μg RNA was subjected to cDNA synthesis using PrimeScript^TM^ RT Master Mix (Takara). Quantitative real-time PCR (qPCR) reactions were set up in duplicate with the ChamQ SYBR qPCR Master Mix (Vazyme) and run on the QuantStudio^TM^ 5 Real-time PCR Instrument (Applied Biosystems). Each sample was repeated at least twice and analyzed with GAPDH serving as the internal control. Quantification of gene expression was based on the Ct (cycle threshold) value. Melting curve analysis was performed to control PCR product specificities and exclude nonspecific amplification. Primers for qPCR are listed in Supplementary Table S1.

### 4.7. Western Blot

Cells were collected and resuspended in NP40 cell lysis buffer containing 1 mM PMSF (Beyotime) and protease inhibitor cocktail (Bimake). Twenty micrograms of protein was separated on SDS-polyacrylamide gels and transferred to polyvinylidene difluoride (PVDF) membranes. Membranes were blocked with 5% nonfat milk or 5% BSA in 1× TBST at room temperature for 2 h. Samples were probed with primary antibodies overnight at 4 °C (for antibody details, see Supplementary Table S2). HRP-conjugated goat anti-rabbit IgG or goat anti-mouse IgG secondary antibodies were diluted at 1:5000. Protein bands were detected using Super Sensitive ECL Luminescent reagents (Qinxiang). The band intensity was measured using ImageJ software and normalized to the intensity of β-tubulin. The relative expression level was calculated from the results of at least three independent experiments or samples.

### 4.8. Immunofluorescence

ESCs were grown on gelatin-treated coverslips and washed twice in PBS, then fixed in freshly prepared 4% paraformaldehyde for overnight at 4 °C, permeabilized in 0.1% Triton X-100 in blocking solution (3% goat serum in PBS) for 30 min, washed three times, and left in blocking solution for 1.5 h. Samples were incubated overnight at 4 °C with primary antibodies (for antibody details, see Supplementary Table S2), washed three times, and incubated for two hours with the secondary antibodies, goat anti-mouse IgG (H +L) FITC or goat anti-rabbit IgG (H + L) Alexa Fluor 594 (Jackson). Samples were washed twice with PBS, stained with 0.5 μg/mL DAPI, and mounted in Vectashield mounting medium. Fluorescence was detected and imaged using a Leica Microsystems CMS microscope.

### 4.9. RNA Sequencing and Bioinformatics Analysis

ESCs or differentiated cells were harvested and total RNA was extracted using TRIzol reagent and according to the manufacturer’s instructions. The quality control method was mainly performed using an Agilent 2100 bioanalyzer. The initial RNA for library construction was total RNA, and the mRNA with a poly A tail was enriched with oligo (dT) magnetic beads. Using fragmented mRNA as a template and random oligonucleotides as primers, the first strand of cDNA was synthesized in the M-MuLV reverse transcriptase system, which was followed by second strand cDNA synthesis. The cDNA fragments were added to a single “A” base and subsequently ligated with the adapter. The products were then purified and enriched with PCR amplification. The PCR yield was quantified and samples were pooled together to make a single-stranded DNA circle (ssDNA circle), generating the final library. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina NovaSeq platform and 150 bp paired-end reads were generated.

For bioinformatics analysis, the clean reads were mapped to the Mus musculus mm10 reference genome using HISAT2 v2.0.5. Gene quantification (read counts) was calculated by FeatureCounts (1.5.0-p3). Then the normalized gene expression (FPKM) was calculated with read counts and gene lengths. DESeq2 was used to identify differentially expressed genes. Functional enrichment (GO annotation, KEGG) of gene sets with different expression patterns was performed using cluster Profiler.

### 4.10. Knockdown by shRNA or siRNA

For shRNA-mediated knockdown, interfering oligonucleotides were synthesized and cloned into the pSIREN-RetroQ vector, according to the manufacturer’s instructions. The packaging cell line PT67 was transfected with 2 μg plasmid using lipofectamine^TM^ transfection reagent (Invitrogen). After 48 h, the supernatant of the recombinant retrovirus was collected and used to infect ESCs. The clones were selected by 2 μg/mL puromycin, and surviving ones were picked. Subsequently, the knockdown efficiency was identified using qPCR. For siRNA-mediated knockdown, synthesized oligonucleotides were transfected into ESCs with lipofectamine^TM^ transfection reagent (Invitrogen). Forty-eight hours later, ESCs were collected and analyzed for qPCR or western blotting. Sequences of oligonucleotides for shRNA and siRNA are listed in Supplementary Table S3.

### 4.11. Statistical Analysis

Data were analyzed by two-tailed Student’s *t*-test or χ^2^ test depending on specific experiments, and the *p* value was calculated. Statistical significance was defined as * *p* < 0.05, ** *p* < 0.01 or *** *p* < 0.001.

## Figures and Tables

**Figure 1:**
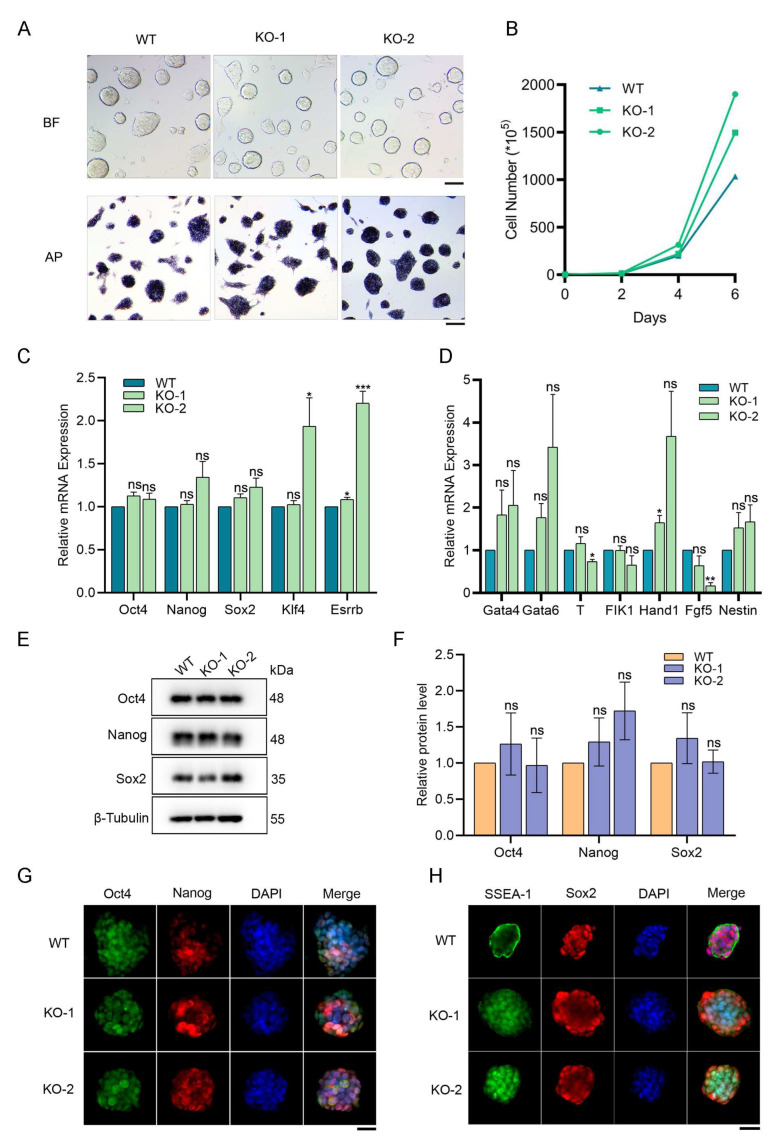
The self-renewal ability of ESCs is maintained upon *Snap29* depletion. (**A**) Morphology of *Snap29*^+/+^ (WT) and *Snap29*^−/−^ (KO) ESCs under bright field (BF) and alkaline phosphatase (AP) staining analysis. KO-1: -28 bp; KO-2, +1 bp. Scale bar, 100 μm. (**B**) An accumulative growth curve of *Snap29*^+/+^ and *Snap29*^−/−^ ESCs. (**C**) Expression analysis of pluripotent marker genes in *Snap29*^+/+^ and *Snap29*^−/−^ ESCs by qPCR. (**D**) Expression analysis of lineage marker genes in *Snap29*^+/+^ and *Snap29*^−/−^ ESCs by qPCR. (**E**) Western blot analysis of Oct4, Nanog, and Sox2 in ESCs. (**F**) Quantity using ImageJ software of pluripotent protein levels relative to β-tubulin as a loading control. (**G**,**H**) Immunofluorescence of the pluripotency-associated markers Oct4, Nanog, Sox2, and SSEA-1. Scale bar, 25 μm. Mean ± SEM from three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns not significant (*p* > 0.05), unpaired two-tailed Student’s *t*-test, compared with WT groups.

**Figure 2:**
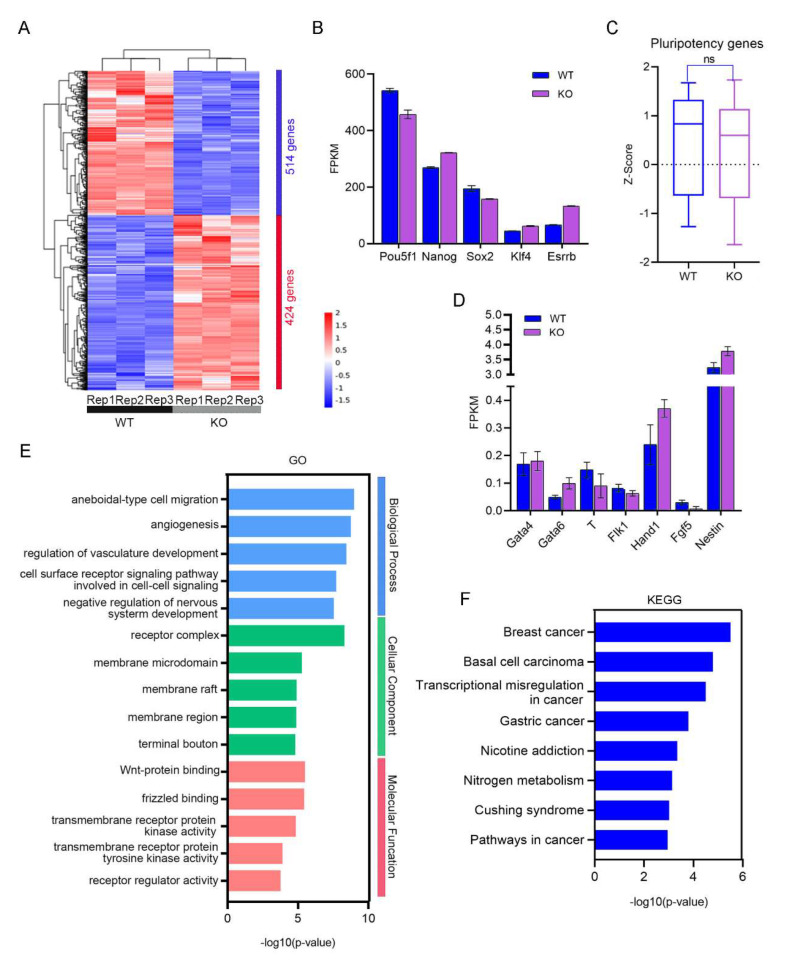
Transcriptome analysis using RNA-seq in *Snap29*^+/+^ and *Snap29*^−/−^ KO ESCs. (**A**) Heatmap illustrating differentially expressed genes (DEGs) between *Snap29*^+/+^ and *Snap29*^−/−^ ESCs. WT and KO-2 ESCs were used here, and three biological replicates were analyzed per group. Genes with ≥2-fold expression changes, and *P*adj < 0.05 were chosen for the heatmap. (**B**) Expression levels (FPKMs) of pluripotency genes in *Snap29*^+/+^ and *Snap29*^−/−^ ESCs. (**C**) Z-scores of genes that were required for pluripotency maintenance [6]. (**D**) FPKMs of lineage marker genes in *Snap29*^+/+^ and *Snap29*^−/−^ KO ESCs. (**E**) GO analysis of DEGs between *Snap29*^+/+^ and *Snap29*^−/−^ ESCs. (**F**) The enriched KEGG pathways of DEGs between *Snap29*^+/+^ and *Snap29*^−/−^ ESCs. Mean ± SEM from three biological replicates.

**Figure 3:**
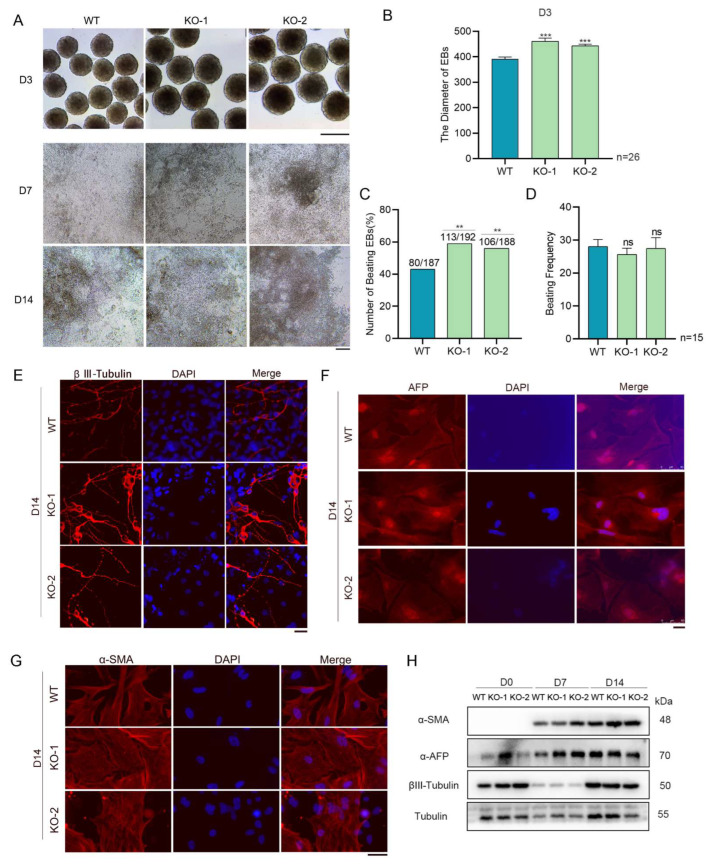
*Snap29* depletion enhances the diameters of EBs and the incidence of beating EBs. (**A**) Morphology of embryoid bodies (EBs) at day 3 (scale bar, 400 μm), and differentiated cells at day 7 and day 14 (scale bar, 50 μm) derived from *Snap29*^+/+^ and *Snap29*^−/−^ ESCs. (**B**) The diameters of day 3 EBs in (**A**). (**C**) Incidence of derivation of beating EBs in percentage (%). (**D**) Beating frequency of EBs (times per minute). (**E**–**G**) The differentiated derivatives of day 14 consist of cells representing three embryonic germ layers, as indicated by immunofluorescence staining of markers for ectoderm (βIII-Tubulin), endoderm (AFP), and mesoderm (α-SMA). Scale bar = 25 μm. (**H**) Western blot analysis of α-SMA, AFP, and βIII-tubulin in the indicated cells. Mean ± SEM from three independent experiments. ** *p* < 0.01, *** *p* < 0.001, ns not significant (*p* > 0.05), unpaired two-tailed Student’s *t*-test for (**B**) and (**D**), χ^2^ test for (**C**), compared with WT groups.

**Figure 4:**
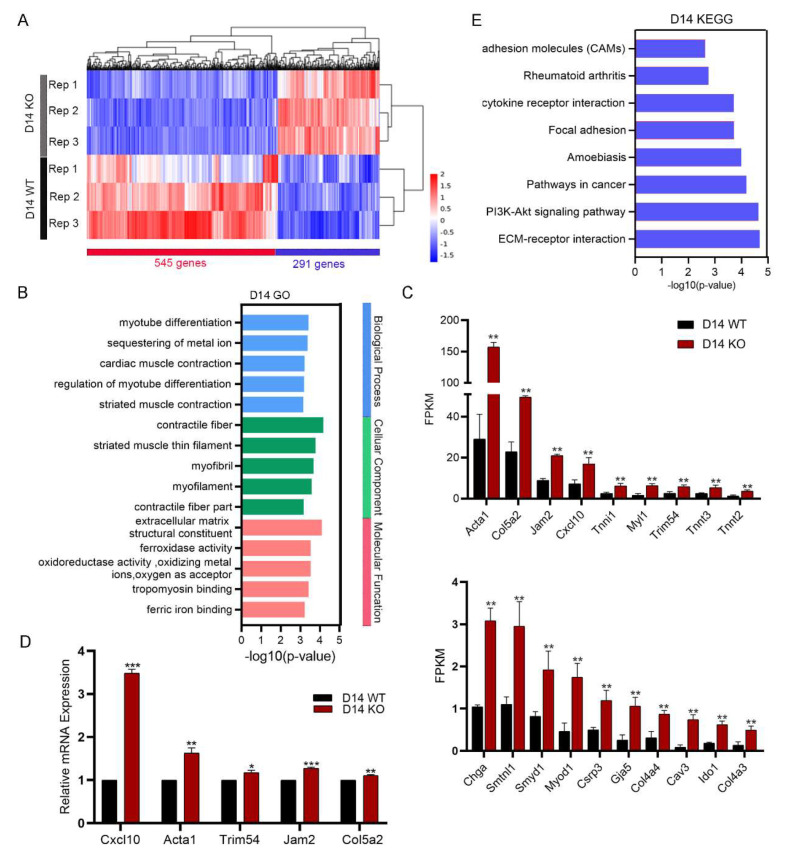
Transcriptome analysis using RNA-seq in *Snap29*^+/+^ and *Snap29*^−/−^ differentiated cells. (**A**) Heatmap illustrating DEGs between *Snap29*^+/+^ and *Snap29*^−/−^ differentiated cells at day 14. Three biological replicates were analyzed per group. Genes with ≥2-fold expression changes, and *P*adj < 0.05 were chosen for the heatmap. (**B**) The GO analysis of DEGs between *Snap29*^+/+^ and *Snap29*^−/−^ differentiated cells. (**C**) FPKMs of genes involved in the development of muscle lineage cells. (**D**) Expression analysis of representative genes in (**C**) by qPCR. (**E**) The enriched KEGG pathways of DEGs between *Snap29*^+/+^ and *Snap29*^−/−^ differentiated cells. Mean ± SEM from three biological replicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns not significant (*p* > 0.05), unpaired two-tailed Student’s *t*-test.

**Figure 5:**
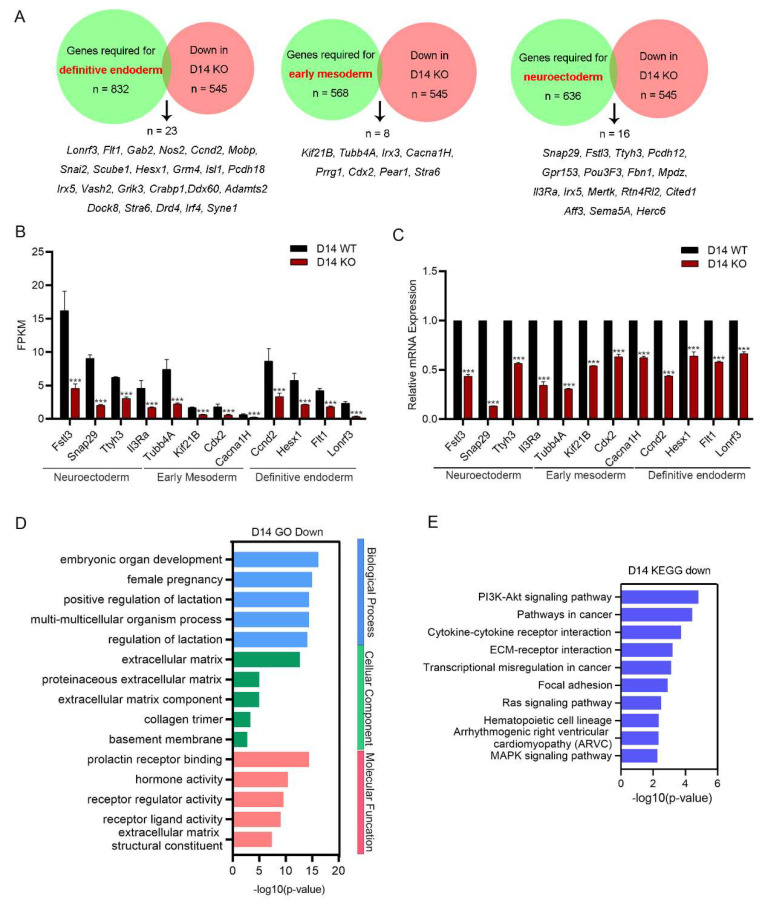
Downregulated genes in *Snap29^−/−^* differentiated cells are involved in the proper differentiation of ESCs. (**A**) Venn diagrams of downregulated genes in *Snap29*^−/−^ differentiated cells overlapping with genes required for definitive endoderm, early mesoderm, and neuroectoderm formation [19]. (**B**) FPKMs of representative genes involved in the development of the definitive endoderm, early mesoderm, and neuroectoderm. (**C**) Expression analysis of genes in (**B**) through qPCR. (**D**) GO analysis of downregulated genes in *Snap29*^−/−^ differentiated cells. (**E**) The enriched KEGG pathways analyzed through downregulated genes in *Snap29*^−/−^ differentiated cells. Mean ± SEM from three biological replicates. *** *p* < 0.001, unpaired two-tailed Student’s *t*-test.

**Figure 6:**
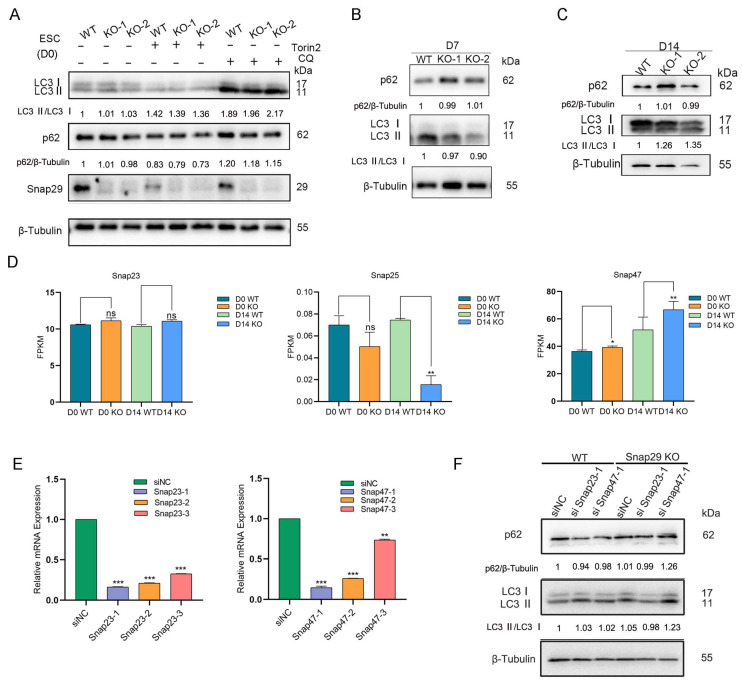
*Snap29* deficiency does not lead to impaired autophagy in ESCs and differentiated cells. (**A**) Western blot analysis of LC3 I/II and p62 levels in *Snap29*^+/+^ and *Snap29*^−/−^ ESCs. Torin2 (200 nM) and chloroquine (CQ, 50 μM) were used for 6 h to induce or block autophagic flux, respectively. (**B**) Western blot analysis of LC3 I/II and p62 levels in *Snap29*^+/+^ and *Snap29*^−/−^ differentiated cells at day 7. (**C**) Western blot analysis of LC3 I/II and p62 levels in *Snap29*^+/+^ and *Snap29*^−/−^ differentiated cells at day 14. (**D**) FPKMs of *Snap23*, *Snap25,* and *Snap47* in *Snap29*^+/+^ and *Snap29*^−/−^ ESCs (D0) and differentiated cells at day 14 (D14). (**E**) I Knockdown efficiency of *Snap23* and *Snap47* separately by three siRNAs. (**F**) Western blot analysis of LC3 I/II and p62 levels in *Snap29*^+/+^ and *Snap29*^−/−^ ESCs upon *Snap23* or *Snap47* knockdown. Quantifications of relative protein levels from the Western blot assays are indicated below the corresponding bands in A, B, C, and F. Mean ± SEM from three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns not significant (*p* > 0.05), unpaired two-tailed Student’s *t*-test, compared with control groups.

## Data Availability

The data and materials supporting the findings of this study are available within the article or the Supplementary Materials. RNA-Seq data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo, accessed on 20 June 2022) under the GEO Series accession number GSE206440. The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24010750/s1.

How the deposited data were processed for this re-analysis (not part of the article)

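RNA-seq values of 12 libraries were used: 3 WT and 3 KO libraries of undifferentiated ESCs (day 0), and 3 WT and 3 KO libraries of cells differentiated for 14 days, 3 of them in hanging drops and 11 on plates. The paper states that KO-2 cells were selected for transcriptome analysis. The legend of Figure 2 names KO-2, that is 1 clone, for day 0, and that of Figure 4 names no clone for day 14. Both legends give 3 biological replicates per group, and whether these are separate cultures is not stated. If they are not, the p values measure only the spread between these libraries. Either way the p values do not measure the spread between clones, because the paper names 1 KO clone. In KO libraries *Atrx* also stood at 1.23% of the WT mean at day 0 and 1.02% at day 14. Differences between KO and WT therefore cannot be assigned to *Snap29* alone. Groups and replicate numbers were taken from the sample labels.

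The FPKM values, fragments per kilobase of gene length and per library size, were made by the authors and used as deposited, 1 table per library with 55471 genes. The paper and the labels state that reads were mapped to mm10 with HISAT2 2.0.5 and counted per gene with featureCounts 1.5.0-p3. The release of the gene annotation and the DESeq2 version are not stated. In every library FPKM × gene length came out as a whole multiple of 1 step in 100% of genes, within 0.001, so fragment counts could be read back. The authors' divisor was 0.998 to 1.10 times the sum of the assigned fragments, so the values include a library size correction that is not stated. Of the gene IDs, 55144 (99.4%) are in GENCODE vM21, which has 55450 genes and was used only to check the names and positions. No pair among the 66 pairs of libraries was identical.

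Depth was 16984886 to 18303183 assigned fragments per library in WT and 16874970 to 17485712 in KO ESCs, and 16638790 to 19226488 in WT and 18219533 to 18824822 in KO at day 14. At this depth a gene at 0.1 FPKM can rest on a few fragments. Of single genes, only *Snap29* is given with fragment counts per library. Other values near or under 0.1 FPKM can rest on few, such as *Cav3* in WT at day 14 (0 to 4 per library) and *Fgf5* in WT ESCs (1 to 2).

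Changes were computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 0.1), for genes with at least 0.1 FPKM in at least 3 libraries of the fit. P values were adjusted by the Benjamini-Hochberg method over all genes tested. A DEG has an adjusted p under 0.05 and a change of at least 2-fold, and members of gene lists and named genes needed the adjusted p alone. The comparisons were KO against WT at day 0 and at day 14, day 14 against day 0 in WT and in KO, and the difference between the KO effects of the days, fitted on all 12 libraries. With 3 libraries against 3 an exact permutation test of 1 gene cannot go below p = 0.1, so the adjusted p values rest on limma's pooling of variances over genes.

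The 42 gene lists, with 961 members, cover pluripotency (core, network, formative), the 2-cell-like state, lineage markers and germ layers, muscle, matrix, vessels, blood, liver, trophoblast and prolactins, the Wnt and Hedgehog pathways, growth factors and receptors, autophagy, lysosome and SNARE genes, neighbours of *Snap29*, interferon, imprinted, immediate-early, histone, mitochondrial, cell cycle, glycolysis, O-GlcNAc, housekeeping and iron genes. By symbol 935 members were matched, by another symbol 2, by Ensembl ID 23, and 1 was not matched (*Eif1ad8*). Lists with at least 5 tested members were compared with all other genes by camera, with a correlation preset at 0.01 and with an estimated one, and p values were adjusted over lists. The lists of Figures 4C, 5A and 5B were chosen by the study on these libraries and had no set test. Databases of Gene Ontology terms and pathways, and the gene lists of the paper's references 6 and 19, were not used here.

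Genes are named by a rule: those the paper names or prints in Figures 2B, 2D, 4C, 5A, 5B and 6D, the 10 largest rises and 10 largest falls per day among annotated genes, up to 4 members per list with the smallest adjusted p, *Snap29*, and members of a list that a sentence is about. The values in the paper's figures had been seen when the rule was written. Of the genes under this rule, 1 is not reported here.

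Alternatives were pseudocounts of 1 and 0.01, a filter of 1 FPKM and none, median ratio, TPM and quantile scaling, FPKM × gene length per library total with 0.5 added, all 4 groups in one fit, library (array) weights, the replicate number as a block, treat against a fold of 1.2, no fold threshold, an estimated correlation, and leaving out 1 replicate at a time. Chosen after seeing the data were a filter of 10 fragments in 3 libraries, voom on the recovered fragments, and the emphasis on the fit without WT replicate 3 of day 14. When 1 replicate was left out, the filter still asked for 3 libraries, so a gene above it only in the reduced group was not tested. DESeq2 and edgeR were not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

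The way of testing was tested on simulated data at the depths and spreads of these libraries. The changed genes were drawn from those with a mean of at least 1 FPKM, and genes were called by the adjusted p alone. At day 0 the test called 86% of genes changed 2-fold and 95% of those changed 4-fold, and 35 of the unchanged genes among 19614. At day 14 these values were 63% and 91%, and 25 among 21129. With voom they were 94.9% and 99.0% at day 0 and 74.5% and 96.9% at day 14, with 9 unchanged genes called at each day. In the main fit the 35 unchanged genes called at day 0 stand beside 86 and 95 changed genes called. At day 14 the 25 stand beside 63 and 91. In this simulation unchanged genes were thus a larger share of the calls than the adjusted p threshold is meant to allow. Of these 35 and 25 genes, 30 and 22 also passed the 2-fold threshold of a DEG. With voom, 2 of 9 did at day 0 and 4 of 9 at day 14. That threshold was not applied to the percentages above. In the main fit, genes simulated at 2-fold had a median absolute log2 change of 0.984 at day 0 and 0.988 at day 14. Many of them would miss that threshold.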

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

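The tests of *Atrx* and of the X-linked block were chosen only after the result was seen.

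*Atrx*, which encodes a chromatin remodeller of heterochromatin, stood out outside the genes the paper discusses: it measured 12.6 FPKM in WT and 0.155 FPKM in KO ESCs (log2 change −5.64, adjusted p = 7.01e-06) and 10.5 and 0.107 FPKM at day 14 (−5.62, adjusted p = 0.00359), lower in 3 of 3 KO libraries at each day. The 7 expressed genes within 1 Mb had a median log2 change of −0.040 at day 0, between −0.15 and 0.26, which argues against a loss that takes in the neighbours. Over 4 scalings the weakest change of *Atrx* was −5.63, which argues against depth or scaling. An effect of *Snap29* loss and a second event in the sequenced clone cannot be told apart, because the study names 1 KO clone for its day 0 libraries. Every KO library was low in *Atrx* as well as in *Snap29*. For no other difference between KO and WT given here can effects of the 2 losses be told apart.

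The 7 neighbouring X-linked genes, *Zfx*, *Eif2s3x*, *Klhl15*, *Apoo*, *Maged1*, *Gspt2* and *Spin4*, between 94.07 and 95.03 Mb, stood out outside the genes the paper discusses: their median log2 change was 0.93 at day 0 (0.78 to 1.62, 7 of 7 past the test) and 0.96 at day 14 (0.53 to 1.23, 4 of 7 past it, 7 of 7 with 3 of 3 KO libraries above all WT libraries). *Atrx* lies outside this block, from 105797615 to 105929403. In WT the block also moved between day 0 and day 14, by a median of 0.52, but its genes parted: *Maged1* went from 39.7 to 104 FPKM and *Eif2s3x* from 73.6 to 31.1 FPKM. That all 7 were higher in KO at both days argues against the differentiation state as the whole cause. The block's borders were set by genes flagged for their rise, so the 7 of 7 and a lower flank are partly built in. The 10 expressed genes within 2 Mb had a median of 0.10 at day 0 (−0.51 to 0.79). The median of the X chromosome lay at −0.028 from that of the autosomes at day 0 (424 genes) and −0.026 at day 14 (481 genes). These 2 shifts argue against a shift of the whole X chromosome. An extra copy of the segment in the sequenced clone may explain the median of 0.93, near the log2 change of 1 that a doubling gives, but no DNA was measured and no biological explanation was tested.

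The effect of the KO differed between day 0 and day 14 for 1633 of 22913 genes by limma's interaction test, 966 higher and 667 lower at day 14. This count was 929, 907 and 916 without WT replicate 1, 2 or 3 of day 0, 861, 1226 and 881 without KO replicate 1, 2 or 3 of day 0, 1167, 1155 and 4322 without WT replicate 1, 2 or 3 of day 14, and 978, 1051 and 1236 without KO replicate 1, 2 or 3 of day 14.

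The following were signals in gene groups the paper does not discuss, though *Hand1* and *Cdx2* of the trophoblast list are in its figures. At day 0, 13 of 16 genes of the 2-cell-like state were higher in KO, 11 of 21 imprinted genes lower, and 5 of 18 replication histone genes higher (3 without WT replicate 1 or 2 or KO replicate 1 or 3). At day 14, 13 of 17 prolactin family genes and 8 of 22 trophoblast genes were lower. Prolactin genes lower numbered 7 without WT replicate 1 or 2, and 4 and 8 without KO replicate 1 or 2, and trophoblast genes 3, 5 and 13 without WT replicate 1, 2 or 3 and 3, 4 and 4 without KO replicate 1, 2 or 3. None of these lists passed camera with an estimated correlation in the main fit (adjusted p = 0.138, 0.138 and 0.389 at day 0, and 0.0762 and 0.337 at day 14). With voom, chosen after seeing the data, the prolactin family passed that test at day 14 (adjusted p = 0.0262).

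Of the Y-linked genes, *Ddx3y* had a log2 change of 2.14 at day 0 (0.489 to 2.48 FPKM, adjusted p = 1.98e-04), *Eif2s3y* of 1.71 (2.22 to 7.47 FPKM, adjusted p = 1.32e-04), and *Uty* of 1.48 (0.153 to 0.605 FPKM, adjusted p = 0.00339), each higher in 3 of 3 KO libraries. At day 14 they measured 2.657, 8.323 and 0.5375 FPKM in WT and 2.661, 9.725 and 0.6639 FPKM in KO (adjusted p = 0.949, 0.470 and 0.531). The WT ESC libraries were thus the low group, while KO ESCs lay nearer to the day 14 levels of both genotypes. The cause was not tested. *Gapdh* had a log2 change of −3.35 at day 0 (89.2 ± 42 FPKM in WT and 8.31 ± 2.1 FPKM in KO, adjusted p = 8.64e-04, lower in 3 of 3 KO libraries), and reads shared with its pseudogenes were not examined.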

How the results depend on the processing

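The filter of 10 fragments, voom, and the emphasis on the fit without WT replicate 3 of day 14 were chosen after seeing the data. No named gene reversed direction in a call. The pluripotency level, which did not pass its test, changed sign, as did the balance of higher and lower genes between the days after quantile scaling. At day 14 the balance of 158 higher and 148 lower genes also turned under several settings, such as TPM (108 and 166), FPKM × gene length (141 and 279) and without KO replicate 1 (3 and 16). Of the named genes, 10886 results under alternatives kept their side of the threshold, 457 lost it and 272 gained it, and with 1 library left out 5028 kept it, 520 lost it and 83 gained it. Of the gene lists 1421 kept it, 60 lost it and 25 gained it, and with 1 library left out 849, 21 and 24. Except where a reason is given, the cause was not tested.

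With a pseudocount of 1, which shrinks changes of weak genes, 156 genes were higher and 102 lower in KO at day 0, 78 and 79 at day 14, and between the days 2173 and 1197 in WT and 2298 and 1254 in KO, with 15 genes called alike at both days and 1 in opposite directions. With at least 1 FPKM in 3 libraries, which tests fewer genes, 297 were higher and 191 lower at day 0, 2548 higher at day 14 than day 0 in WT and 2756 in KO, 30 called alike and 1 opposite. With no expression filter 90 were higher and 81 lower at day 14, 36 named genes of day 14 passed, and 23 were called alike and 1 opposite.

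From FPKM × gene length, 266 were lower in KO at day 0, 279 lower at day 14, and 1506 lower at day 14 than day 0 in WT, the pluripotency level differed by 0.0276, and 6 genes were called in opposite directions. In TPM that level differed by 0.100 and after quantile scaling by 0.0132, against −0.0128. The pluripotency score of the core list was 0.426, against 0.117 for the network, by construction another set of genes. In TPM the split between days was 4784 higher and 1704 lower in WT (4008 and 2388), and after quantile scaling 3234 and 3416 in WT and 3535 and 3819 in KO (4328 and 2683).

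With all 4 groups in one fit 438 were higher and 484 lower at day 14, 113 were called alike and 12 opposite. With library weights 880 were higher and 875 lower at day 14, 5972 differed between the days, 170 were called alike and 26 opposite. Without a fold threshold, by construction, 2115 were higher and 2003 lower at day 0 and 298 higher at day 14. With treat against a fold of 1.2, 88 were higher and 81 lower at day 14, and 101 named genes passed at day 0 and 35 at day 14. With voom 6 genes were called in opposite directions. With an estimated correlation 0 gene lists passed camera at day 0 and 0 at day 14, against 3 and 16. The largest shift of a chromosome at day 14 was 0.0689 among genes with a mean of at least 5 FPKM, against 0.0421.

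With the replicate number as a block (the replicate block fit), 2 genes were higher and 11 lower at day 14, 934 differed between the days, 5 were called alike and 0 opposite, and 9 named genes passed at day 14. At day 14 the numbers do not pair WT with KO libraries. The changes of libraries with the same number correlated at −0.187, −0.0646 and −0.435, against up to 0.399 for the best other number. Not every sample goes best with its own number there, and the block mainly uses up residual degrees of freedom. Between the days each WT number went best with its own, at weak correlations of 0.00758, 0.0593 and 0.0564. In KO replicates 1 and 2 did not, so these values do not settle pairing between the days.

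Leaving out 1 library gave 241 to 393 lower genes at day 0, 3 to 531 higher and 16 to 493 lower genes at day 14, 861 to 4322 genes that differed between the days, 7 to 114 called alike and 0 to 18 opposite, 10 to 53 named genes past the test at day 14, and largest chromosome shifts of 0.0362 to 0.0475 at day 0 and 0.0311 to 0.0953 at day 14. Part of the loss is built in, because genes above the filter only in the reduced group were no longer tested. Of the genes of Figures 4C, 5A and 5B, 0 to 16, 1 to 34 and 1 to 12 passed at day 14. Depth limits the weak genes. Of the genes called at day 0, 111 of 536 higher and 84 of 408 lower averaged fewer than 10 fragments per library in both groups. At day 14 it was 28 of 158 and 18 of 148. With at least 10 fragments required, 425 were higher and 318 lower at day 0 and 190 and 218 at day 14.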

Differences from the paper's values

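At the paper's thresholds, an adjusted p under 0.05 and a 2-fold change, 158 genes were upregulated at day 14, against the paper's 291. Of the alternatives set before the data were examined, only the count without a fold threshold (298) came within 1.5 times of it. Pseudocounts of 1 and 0.01, the filter of 1 FPKM, no filter, median ratio, TPM and quantile scaling, FPKM × gene length, all 4 groups in one fit, library weights, the replicate block, treat, and leaving out any 1 library did not.

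At the same thresholds 148 genes were downregulated at day 14, against the paper's 545. With all 4 groups in one fit (484) and without WT replicate 3 of day 14 (493) the count came within 1.5 times, and under the other alternatives set before the data were examined it did not. The emphasis on the fit without that library was chosen after seeing the values. By the adjusted p alone, of the paper's own genes it calls 16 of 19 of Figure 4C, 34 of 43 of Figure 5A and 12 of 12 of Figure 5B, and leaves 3, 9 and 0 of those tested uncalled.

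*Nes* measured 1.71 FPKM in KO ESCs, against the paper's about 3.8 in Fig. 2D, read by eye, while WT ESCs measured 3.24 FPKM, against the paper's about 3.2 in Fig. 2D, read by eye. Median ratio scaling and leaving out any 1 KO library did not bring the KO value within 1.5 times.

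The paper states that *Oct4*, *Sox2*, *Klf4* and *Esrrb* had similar levels in WT and KO ESCs by RNA-seq, and that *Klf4* and *Esrrb* were moderately increased in KO-2 cells by qPCR. Here *Klf4* and *Esrrb* were higher (log2 changes 0.47 and 1.00) and *Pou5f1* and *Sox2* lower (−0.24 and −0.30), all 4 past limma's test. In TPM *Pou5f1* and *Sox2* did not pass, and with all 4 groups in one fit *Klf4* did not either. Of these 2 falls, 1 passed with no expression filter, with quantile scaling, with the replicate block, and without WT replicate 1 or 3. Without WT replicate 2 or KO replicate 1 or 3, 0 passed. The paper states that pluripotency scores were not significantly altered. On other gene lists, the score here differed by 0.117 for the network (exact p = 0.6) and by 0.426 for the core (exact p = 0.1, the smallest possible). All 7 lineage markers stayed below 5 FPKM as the paper states.

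The paper states that most of its GO-enriched genes were significantly higher at day 14 and shows representative ones in Figure 4C. The whole set was not analysed here. Over the 19 genes printed, 19 were higher in every KO library and 3 passed limma's test. With voom 4 passed, with all 4 groups in one fit 15, without WT replicate 3 16, and with library weights 18. With no expression filter 2 passed, without WT replicate 1, 1, and without WT replicate 2, without any KO replicate or with the replicate block, 0.

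The paper lists the genes of Figures 5A and 5B as downregulated at day 14. All 45 and all 12 had lower means in KO, 11 of 44 and 8 of 12 passed limma's test, and with library weights 41 of 44 and 12 of 12. With no expression filter 4 and 4 passed, without WT replicate 1 or 2 or KO replicate 1 or 2, 1 and 1, without KO replicate 3, 2 and 2, and with the replicate block 0 and 0.

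The paper states that *Snap47* was higher in KO cells. It was higher in the mean at both days (log2 changes 0.11 and 0.39) without passing limma's test. At day 14 it passed with library weights and without WT replicate 3. That *Snap25* lay under 0.1 FPKM at both days is also what these libraries gave.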

Other observations

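The tests of WT replicate 3 of day 14 were chosen only after the result was seen, and the counts over other splits before it. Genes of the 2-cell-like state, a rare ESC state that resembles the early embryo, were higher in KO ESCs. *Zscan4d*, which acts at telomeres, rose from 2.58 to 11.1 FPKM (log2 change 2.05, adjusted p = 6.03e-05, 3 of 3 KO libraries above all WT libraries), and the ubiquitin protease gene *Usp17lb* from 0.692 to 3.90 FPKM (2.34). The list gave 13 higher of 16 (16 higher adjusted over the list alone, median log2 change 1.55, set test adjusted p = 1.40e-11, and adjusted p = 0.138 with an estimated correlation), and with voom 15 higher. At day 14 it gave 0 of 17 (at an unadjusted p under 0.05 6 higher, with voom 0, 0 adjusted over the list alone, median log2 change 1.13, set test adjusted p = 5.02e-04, and adjusted p = 0.623 with an estimated correlation), 3 higher without WT replicate 3, which lay above the mean of WT replicates 1 and 2 in 16 of the 17 genes. Several of these genes are near-identical copies, so their values are not independent.

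Imprinted genes, expressed from 1 parental copy, were lower in KO ESCs: *H19*, a noncoding RNA, fell from 12.2 to 0.803 FPKM (log2 change −3.77, adjusted p = 1.29e-05), and *Peg3* and *Snrpn* from 6.35 to 1.96 FPKM and from 41.2 to 22.1 FPKM (−1.65 and −0.90), all lower in 3 of 3 KO libraries. The list gave 1 higher and 11 lower of 21 (2 higher and 15 lower adjusted over the list alone, median log2 change −0.74, set test adjusted p = 4.00e-06, and adjusted p = 0.138 with an estimated correlation) at day 0, with no member higher without WT replicate 3 or KO replicate 2 or 3. At day 14 it gave 2 lower of 25 (6 lower adjusted over the list alone, median log2 change −0.50, set test adjusted p = 3.69e-06, and adjusted p = 0.337 with an estimated correlation), 1 lower without KO replicate 1 and 9 without WT replicate 3. Replication histones, 5 higher of 18 (5 higher adjusted over the list alone, median log2 change 0.37, set test adjusted p = 0.0377, and adjusted p = 0.389 with an estimated correlation), included the linker histone *H1f2* (log2 change 1.05). The list was set as a sign of library preparation. Its transcripts lack a poly(A) tail in cycling cells, and the paper enriched mRNA that has one. Without WT replicate 1 or 2 or KO replicate 2 the set test of histones gave adjusted p = 0.0516, 0.0557 and 0.199, and with voom 0.0699. At day 14 it gave 0 of 19 (at an unadjusted p under 0.05 0, with voom 0, 0 adjusted over the list alone, median log2 change 0.39, set test adjusted p = 0.283, and adjusted p = 0.812 with an estimated correlation), with 3 higher without WT replicate 3 (set test adjusted p = 0.0219, and 0.482 with an estimated correlation).

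Between day 0 and day 14, pluripotency genes fell in both genotypes: all 5 core genes, such as *Pou5f1* and *Nanog*, were lower in WT (median log2 change −1.73, camera adjusted p = 7.09e-04, and adjusted p = 0.243 with an estimated correlation) and in KO (−1.65, 6.41e-04 and 0.135). At day 14 *Pou5f1* measured 107 FPKM in WT and 146 FPKM in KO and *Nanog* 139 FPKM in WT and 161 FPKM in KO, and neither passed between genotypes. In WT 4008 genes were higher and 2388 lower at day 14 of 20326, and in KO 4328 and 2683 of 20347. The values of day 0 and day 14 did not overlap at 64.2% of genes in WT and 68.5% in KO, against 10% by chance. Lysosome genes were higher in both (26 and 25 of 30), as were trophoblast genes (21 of 22 in WT and 15 of 17 in KO), while 25 and 28 of 32 cell cycle genes were lower. Of the lists tested 24 of 38 passed camera in WT and 23 in KO, and 0 with an estimated correlation. Of the interaction between days and genotype 9 of 38 passed, and 1 with an estimated correlation, the prolactin family (14 of 17 lower, median log2 difference −3.63, camera adjusted p = 4.04e-22, and adjusted p = 0.00371 with an estimated correlation). No prolactin gene passed the expression filter at day 0, so this difference restates the fall at day 14 and is no separate result.

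Of 17713 genes tested at both days, 32 were higher and 14 lower in KO at both, against 3.00 and 1.53 by independence, and 2, *Acta1* and *Crct1*, went opposite ways, against 4.30. The count of 46 alike was 15 and 16 without WT replicate 1 or 2 of day 14, 114 without WT replicate 3, and 7, 8 and 7 without KO replicate 1, 2 or 3 of day 14. *Acta2*, the smooth muscle actin, fell at day 0 (3.26 ± 0.23 FPKM in WT and 0.631 ± 0.084 FPKM in KO, log2 change −2.20, adjusted p = 1.35e-04). At day 0 the genes of Figure 4C gave 2 higher and 3 lower of 9 tested, those of Figure 5A 4 and 7 of 27, and those of Figure 5B 1 and 3 of 10. For Figure 4C, 1 was higher without WT replicate 1 or 3 or KO replicate 1, and 1 lower without WT replicate 1, 2 or 3. For Figure 5A, 0 were higher without WT replicate 1 or 2 or KO replicate 1 or 3, and 1 without WT replicate 3, and for Figure 5B 0 were higher without WT replicate 1, 2 or 3 or KO replicate 1 or 3. By chromosome the largest shift of the median was 0.0374 on chromosome 13 at day 0 and −0.0421 on chromosome 12 at day 14, and 0 of 20 chromosomes passed camera. The Y chromosome was not among these 20.

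At day 0 lineage genes went both ways, and by the adjusted p alone 2115 of all 19238 genes tested rose and 2003 fell. *Actc1*, the cardiac actin, fell from 1.52 to 0.0235 FPKM (log2 change −3.70, adjusted p = 2.30e-04) and *Tfap2c*, a factor of trophoblast and germ cells, fell by 1.18 on the log2 scale, each lower in 3 of 3 KO libraries. No prolactin family gene passed the expression filter. For each list that follows, the median is that of the log2 changes and the adjusted p that of the set test (0.856 to 0.964 with an estimated correlation), and unadjusted counts are those at p under 0.05. Primitive and visceral endoderm gave 3 higher and 2 lower of 14 (4 higher and 3 lower adjusted over the list alone, median 0.06, adjusted p = 0.931). Liver and yolk sac gave 1 higher and 2 lower of 8 (1 higher and 2 lower adjusted over the list alone, median −0.01, adjusted p = 0.833), with 0 lower without WT replicate 1 or KO replicate 1, 1 lower without WT replicate 2 or 3 or KO replicate 3. Cardiac muscle gave 4 higher and 2 lower of 22 (5 higher and 2 lower adjusted over the list alone, median 0.08, adjusted p = 0.807), with 2 higher without WT replicate 1 or 2 or KO replicate 1 or 2, 1 higher without KO replicate 3, 1 lower without WT replicate 1 or 3. Skeletal muscle gave 1 higher and 4 lower of 16 (2 higher and 5 lower adjusted over the list alone, median −0.17, adjusted p = 0.676), with 2 higher without KO replicate 3. Smooth muscle gave 2 higher and 4 lower of 13 (2 higher and 5 lower adjusted over the list alone, median −0.38, adjusted p = 0.313). Fibroblasts gave 1 higher and 1 lower of 6 (2 higher and 3 lower adjusted over the list alone, median −0.12, adjusted p = 0.931), with 2 lower without WT replicate 3. Endothelium gave 2 higher and 3 lower of 12 (2 higher and 3 lower adjusted over the list alone, median −0.05, adjusted p = 0.833), with 1 higher without WT replicate 1 or 2 or KO replicate 1, 2 or 3, 1 lower without WT replicate 3 or KO replicate 1. Blood gave 1 higher of 8 (1 higher adjusted over the list alone, median −0.09, adjusted p = 0.954), with 0 higher without WT replicate 3 or KO replicate 1, 2 or 3. Trophoblast gave 2 higher and 2 lower of 12 (2 higher and 2 lower adjusted over the list alone, median 0.20, adjusted p = 0.931), with 0 higher without WT replicate 1 or KO replicate 1 or 3, 1 higher without WT replicate 3 or KO replicate 2, 1 lower without WT replicate 1 or 2 or KO replicate 1 or 2.

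Among signalling and metabolic genes at day 0, the transferrin gene *Trf* and the transferrin receptor *Tfrc* rose (log2 changes 1.21 and 0.62, 3 of 3 KO libraries above all WT libraries). With an estimated correlation the set tests of these lists gave adjusted p = 0.856 to 0.964. FGF, IGF, VEGF and PDGF ligands gave 3 higher and 8 lower of 25 (4 higher and 9 lower adjusted over the list alone, median −0.22, adjusted p = 0.295), with 4 lower without WT replicate 1 or 2 or KO replicate 1 or 2. Interferon response gave 3 higher and 2 lower of 17 (4 higher and 2 lower adjusted over the list alone, median 0.07, adjusted p = 0.676), with 0 lower without WT replicate 1 or 3, 1 lower without WT replicate 2. Immediate-early genes gave 3 higher and 3 lower of 17 (6 higher and 5 lower adjusted over the list alone, median 0.01, adjusted p = 0.931), with 1 higher without WT replicate 1, 2 or 3 or KO replicate 1, 0 higher without KO replicate 2 or 3. Mitochondrial mRNA gave 0 of 13 (unadjusted 2 higher, with voom 6 higher, 0 adjusted over the list alone, median 0.17, adjusted p = 0.560). Glycolysis gave 5 higher and 4 lower of 20 (5 higher and 4 lower adjusted over the list alone, median 0.06, adjusted p = 0.807), with 3 higher without WT replicate 1, 2 or 3 or KO replicate 1. O-GlcNAc enzymes gave 1 higher and 2 lower of 7 (1 higher and 2 lower adjusted over the list alone, median −0.02, adjusted p = 0.931), with 0 higher without WT replicate 2 or 3 or KO replicate 1, 2 or 3, 1 lower without WT replicate 1 or 2 or KO replicate 1 or 2. Housekeeping gave 1 higher and 3 lower of 12 (1 higher and 3 lower adjusted over the list alone, median −0.02, adjusted p = 0.676). Iron genes gave 2 higher of 6 (2 higher and 1 lower adjusted over the list alone, median 0.16, adjusted p = 0.505). The pluripotency core gave 3 higher and 2 lower of 5 (3 higher and 2 lower adjusted over the list alone, median 0.26, adjusted p = 0.412), with 1 lower without WT replicate 1 or 3, 0 lower without WT replicate 2 or KO replicate 1 or 3.

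At day 14, *Zfp57*, which guards imprints, rose from 24.1 to 36.7 FPKM (log2 change 0.61, adjusted p = 0.0344), and *Wnt9a* rose from 18.5 to 40.2 FPKM (1.16, adjusted p = 0.0410), each in 3 of 3 KO libraries. The adjusted p of *Zfp57* was 0.0903 to 0.159 without WT replicate 1 or 2 or KO replicate 1, 2 or 3, and that of *Wnt9a* 0.129 to 0.164 without WT replicate 1 or 2 or KO replicate 1, 2 or 3. With an estimated correlation the set tests of these lists gave adjusted p = 0.470 to 0.945. Pluripotency core gave 0 of 5 (unadjusted 2 higher, with voom 0, 1 higher adjusted over the list alone, median 0.22, adjusted p = 0.0793). Pluripotency network gave 1 higher of 30 (7 higher adjusted over the list alone, median 0.21, adjusted p = 0.0183). Formative and primed pluripotency gave 0 of 14 (unadjusted 3 higher and 5 lower, with voom 1 higher, 1 higher and 1 lower adjusted over the list alone, median −0.22, adjusted p = 0.299). Lineage markers of Figure 2D gave 0 of 6 (unadjusted 1 higher and 2 lower, with voom 1 higher, 1 higher and 1 lower adjusted over the list alone, median −0.12, adjusted p = 0.817). Wnt genes gave 1 higher of 43 (3 higher and 1 lower adjusted over the list alone, median −0.10, adjusted p = 0.196). Hedgehog genes gave 0 of 14 (unadjusted 3 lower, with voom 1 lower, 2 lower adjusted over the list alone, median −0.58, adjusted p = 0.0135). Autophagy gave 0 of 36 (unadjusted 3 higher and 6 lower, with voom 1 higher, 1 higher adjusted over the list alone, median 0.05, adjusted p = 0.90). Lysosome gave 0 of 30 (unadjusted 5 higher and 1 lower, with voom 0, 0 adjusted over the list alone, median 0.12, adjusted p = 0.0793). SNARE partners of Snap29 gave 0 of 5 (unadjusted 0, with voom 0, 0 adjusted over the list alone, median 0.18, adjusted p = 0.459). Neighbours of Snap29 gave 0 of 11 (unadjusted 1 lower, with voom 0, 0 adjusted over the list alone, median −0.07, adjusted p = 0.546). Without WT replicate 3 the counts were pluripotency network 4 higher, formative and primed pluripotency 1 higher and 2 lower, lineage markers of Figure 2D 1 higher and 1 lower, Wnt genes 6 higher and 2 lower, Hedgehog genes 2 lower, autophagy 5 higher and 2 lower, lysosome 10 higher and 1 lower, SNARE partners of Snap29 1 higher, neighbours of Snap29 1 lower, and without any other single library 0 in each of these lists. The network's set test gave adjusted p = 0.620 without WT replicate 3 and 0.0879 without KO replicate 3, the core's 0.00322 without WT replicate 1 (0.372 with an estimated correlation), and the lysosome's 9.44e-04 without WT replicate 3 (0.376 with an estimated correlation).

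Also at day 14, *Stat2*, of interferon signalling, and *Hsp90aa1*, a chaperone, fell (log2 changes −0.75, adjusted p = 0.0415, and −0.61, adjusted p = 0.0470), each in 3 of 3 KO libraries. With an estimated correlation the set tests of these lists gave adjusted p = 0.470 to 0.90. Interferon response gave 1 lower of 30 (2 lower adjusted over the list alone, median −0.37, adjusted p = 0.00941). Immediate-early genes gave 1 lower of 18 (1 higher and 1 lower adjusted over the list alone, median 0.17, adjusted p = 0.167). Mitochondrial mRNA gave 0 of 13 (unadjusted 3 higher, with voom 0, 0 adjusted over the list alone, median 0.34, adjusted p = 0.0290). Cell cycle gave 0 of 32 (unadjusted 2 higher and 2 lower, with voom 1 lower, 0 adjusted over the list alone, median −0.01, adjusted p = 0.546). Glycolysis gave 0 of 20 (unadjusted 1 lower, with voom 0, 0 adjusted over the list alone, median −0.21, adjusted p = 0.00563). O-GlcNAc enzymes gave 0 of 7 (unadjusted 1 lower, with voom 0, 0 adjusted over the list alone, median −0.20, adjusted p = 0.196). Housekeeping gave 0 of 12 (unadjusted 3 higher, with voom 0, 0 adjusted over the list alone, median 0.18, adjusted p = 0.114). Iron genes gave 0 of 10 (unadjusted 2 higher and 1 lower, with voom 0, 1 higher adjusted over the list alone, median 0.13, adjusted p = 0.873). Without WT replicate 3 the counts were interferon response 1 higher and 2 lower, immediate-early genes 4 higher and 1 lower, cell cycle 3 higher and 6 lower, glycolysis 2 lower, O-GlcNAc enzymes 1 lower, housekeeping 3 higher and 1 lower, iron genes 2 higher and 1 lower, and without any other single library 0 in each of these lists. The set tests of interferon and mitochondrial genes gave adjusted p = 0.20 and 0.390 without WT replicate 3, those of cell cycle and immediate-early genes 0.00467 and 0.0141 (0.630 and 0.348 with an estimated correlation), and that of mitochondrial genes 0.173 without KO replicate 3.

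WT replicate 3 of day 14 lay between the other WT libraries and the KO libraries in muscle genes such as *Acta1* and in trophoblast genes, but not in every list: against the mean of WT replicates 1 and 2, replication histones had a median log2 difference of 1.36 (19 of 19 higher, KO 0.73), mitochondrial mRNA −0.45 (13 of 13 lower, KO 0.15), cell cycle genes −0.54 (KO −0.16) and blood genes 1.14 (KO 0.30). On a scale from KO (0) to the other WT libraries (1) it lay at a median of 0.41 over 940 of the 1024 genes called without it, those with at least 10 fragments in a library, at 0.81 for *Snap29* and at 0.49 for *Atrx*, which taken alone a mixture with KO cells may explain. Over the 110 of these genes also called in the same direction at day 0, it lay at a median of 0.75 (quartiles 0.39 to 0.95). The 7 genes of the X-linked block lay at 1.17 (0.80 to 2.16), which argues against a mixture with KO cells or KO RNA, and *Snap29* was 3.50 times the highest KO library, which argues against a mislabelled KO library. Its 18376240 assigned fragments lie within the 16638790 to 19226488 of the other day 14 libraries, which argues against depth. A difference in the course of differentiation between cultures may explain the 0.41, while the lists that part from KO leave RNA quality or culture state open, and none of these was tested.

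With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. No other split gave as many genes as the real one at day 0 (944, highest other 3), at day 14 (306, highest other 1), and between days in WT (6396, highest other 0) and in KO (7011, highest other 0). Of the lists past camera at day 0, 3, 2 of 10 splits gave as many, with 5 as the highest other, and at day 14 the real split gave 16 lists and the highest other 15. For the interaction, 3 of 100 splits drawn from 200 gave as many genes as the 1633 of the real one, which is among them. Such splits also remove the KO effect itself, so the share bears on no effect at all and not on an equal effect at both days. The highest other, 3146, keeps the day 0 groups and exchanges WT and KO at day 14, so that it adds the effects of both days. The next, 2795, groups WT replicate 3 of day 14 with KO replicates 1 and 2, which points to a structure of the samples.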
